# The integrated analysis of RNA-seq and microRNA-seq depicts miRNA-mRNA networks involved in Japanese flounder (*Paralichthys olivaceus*) albinism

**DOI:** 10.1371/journal.pone.0181761

**Published:** 2017-08-04

**Authors:** Na Wang, Ruoqing Wang, Renkai Wang, Yongsheng Tian, Changwei Shao, Xiaodong Jia, Songlin Chen

## Abstract

Albinism, a phenomenon characterized by pigmentation deficiency on the ocular side of Japanese flounder (*Paralichthys olivaceus*), has caused significant damage. Limited mRNA and microRNA (miRNA) information is available on fish pigmentation deficiency. In this study, a high-throughput sequencing strategy was employed to identify the mRNA and miRNAs involved in *P*. *olivaceus* albinism. Based on *P*. *olivaceus* genome, RNA-seq identified 21,787 know genes and 711 new genes by transcripts assembly. Of those, 235 genes exhibited significantly different expression pattern (fold change ≥2 or ≤0.5 and q-value≤0.05), including 194 down-regulated genes and 41 up-regulated genes in albino versus normally pigmented individuals. These genes were enriched to 81 GO terms and 9 KEGG pathways (p≤0.05). Among those, the pigmentation related pathways-Melanogenesis and tyrosine metabolism were contained. High-throughput miRNA sequencing identified a total of 475 miRNAs, including 64 novel miRNAs. Furthermore, 33 differentially expressed miRNAs containing 13 up-regulated and 20 down-regulated miRNAs were identified in albino versus normally pigmented individuals (fold change ≥1.5 or ≤0.67 and p≤0.05). The next target prediction discovered a variety of putative target genes, of which, 134 genes including Tyrosinase (TYR), Tyrosinase-related protein 1 (TYRP1), Microphthalmia-associated transcription factor (MITF) were overlapped with differentially expressed genes derived from RNA-seq. These target genes were significantly enriched to 254 GO terms and 103 KEGG pathways (p<0.001). Of those, tyrosine metabolism, lysosomes, phototransduction pathways, etc., attracted considerable attention due to their involvement in regulating skin pigmentation. Expression patterns of differentially expressed mRNA and miRNAs were validated in 10 mRNA and 10 miRNAs by qRT-PCR. With high-throughput mRNA and miRNA sequencing and analysis, a series of interested mRNA and miRNAs involved in fish pigmentation are identified. And the miRNA-mRNA regulatory network also provides a solid starting point for further elucidation of fish pigmentation deficiency.

## Introduction

Albinism, characterized by pigmentation deficiency in the skin, hair and eyes of mammals, has been extensively studied since the early 19th century [1, 2]. Visible pigmentation in mammals results from the biogenesis, transport and transfer of melanin, a type of pigment granule synthesized in the melanocyte [3]. During this process, more than 171 genes have been identified with a list at http://www.espcr.org/micemut, and their mutations have been reported to cause three main types of disorders: hyperpigmentation, hypopigmentation (albinism), or mixed hyper- /hypopigmentation [4–6]. There have been five enzymes identified as being required for human melanin pigmentation, namely tyrosinase (TYR), tyrosinase-related protein-1 (TYRP1), P (OCA2), solute carrier family 45 member 2 (SLC45A2), and G-protein coupled receptor 143 (GPR143), and defects in any of these enzymes could result in albinism [7]. Besides these important enzymes, three melanocyte-specific transcription factors also play central roles in the development, migration and differentiation of melanocytes: microphthalmia-associated transcription factor (MITF), paired box gene 3 (PAX3) and SRY-box containing gene 10 (SOX10) [7–10].

MicroRNAs (miRNAs), a type of non-coding RNA with a length between 22–24 nt, could act as post-transcriptional negative regulators of mRNA stability or translation [11, 12]. Since their initial discovery in the 1990s, miRNAs have been proven to extensively regulate cell differentiation, development and diseases [13–15]. In mammals, over 60% of mRNAs are thought to be regulated by miRNAs [16].

Since the first evidence of miRNA involvement in melanocyte biology was verified in 2010 [17], an increasing number of miRNAs have been found to participate in melanocyte development and diseases of mammals. For example, miR-140, miR-143, and miR-145 play important roles in targeting Dicer, a miRNA processing protein, during the development of the neural crest, from which melanocytes are derived [18, 19]. Additionally, miRNAs including miR-125b, miR-25, miR-137, miR-192, and miR-194 have been shown to regulate melanogenesis by reducing the expression level of MITF [20–23]. Recent studies have also revealed more than 30 miRNAs involved in the development and progression of melanoma, a type of skin cancer that originates in melanocytes [24–27].

Six types of chromatophores (melanophores, xanthophores, iridophores, leucophores, erythrophores and cyanophores) were discovered in fishes [28], suggesting that fish may possess more complicated pigmentation regulatory mechanisms than mammals. Previous studies of zebrafish (*Danio rerio*), medaka (*Oryzias latipes*), Mexican tetra (*Astyanax mexicanus*), and common carp (*Cyprinus carpio*) have identified that more than 100 genes participate in pigmentation [29–31], while only one miRNA has been confirmed to regulate pigmentation [32].

To date, limited studies are available reviewing pigmentation deficiencies of benthic marine fish such as Japanese flounder (*P*. *olivaceus*), a flatfish living in the coastal areas of China, Korea and Japan. Since the 1980s, an increasing frequency of albinism characterized by pigment deficiency on the ocular side of *P*. *olivaceus* has significantly reduced the commercial value and seriously hindered sustainable aquaculture development [33]. Although numerous reports have revealed the participation of miRNAs in the immune defences [34], metamorphosis [35–37], gonad development [38] and muscle development [39] of *P*. *olivaceus*, it remains unclear whether miRNAs play a role in pigmentation and albinism of *P*. *olivaceus*.

In present study, a high-throughput sequencing strategy was employed to screen differentially expressed mRNA and miRNAs between albino and normally pigmented *P*. *olivaceus*. Furthermore, the potential target genes of differentially expressed miRNAs were predicted by *in silico* analysis. The enrichment analysis of the GO term and KEGG pathway for these predicted genes and differentially expressed genes were subsequently conducted in order to gain insight into the function of mRNAs and miRNAs in *P*. *olivaceus* pigmentation deficiency.

## Materials and methods

### Ethical statement

The collection and handling of the animals used in this study was approved by the Animal Care and Use Committee at the Chinese Academy of Fishery Sciences, and all the experimental procedures were performed in accordance with the guidelines for the Care and Use of Laboratory Animals at the Chinese Academy of Fishery Sciences.

### Sample collection and RNA isolation

At the age of 5 months, *P*. *olivaceus* individuals from a full-sib family were obtained from Haiyang Yellow Sea Aquatic Product Co., Ltd. The fish were kept in seawater maintained at 20°C for one week. Skin tissue samples with an area of 2×2 cm^2^ from the ocular side of three normal and three albino individuals were collected and denoted as PO_con1, PO_con2, PO_con3, PO_alb1, PO_alb2, and PO_alb3, respectively. The samples were stored in liquid nitrogen for subsequent miRNA analysis.

The total RNA from each sample was extracted using Trizol reagent (Invitrogen, CA, USA) according to the manufacturer’s instructions. Total RNA integrity was assessed using the RNA Nano 600 Assay Kit of the Bioanalyzer 2100 system (Agilent, CA, USA) for quality control.

### RNA-seq sequencing, gene annotation and novel gene identification

A total amount of 3 μg RNA (RIN>7.0) per sample was used for cDNA paired-end libraries using NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, USA) following manufacturer’s recommendations. In order to select cDNA fragments of 150-200bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). 3 μl USER Enzyme (NEB, USA) was used with size-selected, adaptor-ligated cDNA at 37°C for 15 min followed by 5 min at 95°C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. At last, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system. After cluster generation on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumina), the libraries were sequenced on an Illumina Hiseq2000 platform by Novogene Bioinformatics Technology Co. Ltd (Beijing, China) and 100 bp paired-end reads were generated.

The clean reads were obtained by removing reads containing adapter, reads containing Poly-N and low quality reads from raw reads. At the same time, Q20, Q30 and GC content of the clean reads were calculated.

The index of Japanese flounder genome was built using Bowtie v2.0.6 and clean reads were aligned to Japanese flounder genome using TopHat v2.0.9 for gene mapping and annotation.

The Cufflinks v2.1.1 Reference Annotation Based Transcript (RABT) assembly method was used to construct and identify both known and novel transcripts from TopHat alignment results.

### Differentially expressed genes identification and GO/KEGG enrichment analysis

The reads numbers mapped to each gene were counted using HTSeq v0.6.1. Then, RPKM of each gene was calculated based on the length of the gene and reads count mapped to this gene [40].

Differential expression analysis of samples was performed using the DESeq R package (1.10.1). The resulting p-values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted p-value <0.05 found by DESeq were assigned as differentially expressed genes involved in *P*. *olivaceus* pigmentation.

Subsequently, based on the pigmentation genes list at http://www.espcr.org/micemut, previous publications [4, 7] and present study, the overlapped information were analysed and listed in a table.

Gene Ontology functional and KEGG pathway enrichment analysis of GeneCodis [41] was used to decipher the major biological processes and pathways involved by the differentially expressed genes. And GO terms and KEGG pathways with corrected p-value less than 0.05 were considered significantly enriched.

### Small RNA library construction, sequencing, and miRNA prediction

Approximately 1 μg RNA of an RNA integrity number (RIN) >7.0 from each sample was used for the subsequent cDNA library construction following the protocol of TruSeq Small RNA Sample Prep Kits (Illumina, San Diego, USA). Single-end sequencing (36 bp) was then performed on an Illumina HiSeq 2500 at the LC-BIO (Hangzhou, China) according to the vendor’s recommended protocol.

Initially, the raw reads were subjected to the Illumina pipeline filter (Solexa 0.3), and the datasets were further processed with an in-house program, ACGT101-miR (LC Sciences, Houston, Texas, USA), to remove adapter dimers, low complexity, common RNA families (rRNA, tRNA, snRNA, snoRNA) and repeats. Subsequently, the remaining clean reads were used to search against miRBase 21.0 (http://www.mirbase.org/search.shtml) for known miRNA prediction. During the alignment, length variation at both the 5’ and 3’ ends and one mismatch inside of the sequence were allowed. For the miRNAs identified in this study, the conservation analysis was conducted through comparisons with 40 species listed in S1 Table.

The unmapped sequences were further searched against *P*. *olivaceus* genomes [42] using RNAfold software (http://rna.tbi.univie.ac.at/cgi-bin/RNAWebSuite/RNAfold.cgi) for novel miRNA prediction. The criteria for secondary structure prediction were similar to a previous study [34].

### Differential analysis of miRNAs

To analyse the expression patterns of miRNAs among the control and albino groups, the frequency of miRNA counts was normalized with a modified global normalization method. Based on the normalization counts, the fold change was calculated as PO_alb versus PO_con, and the expression difference was measured with Student’s t test. The miRNAs with fold change ≥1.5 or fold change ≤0.67 and p ≤0.05 were considered significant. The pheatmap program of R software was utilized to display the differentially expressed miRNAs.

### Prediction and analysis of the target genes of miRNAs

The putative target genes were predicted utilizing two computational target prediction algorithms: TargetScan 6.2 (http://www.targetscan.org) and miRanda (http://www.microrna.org). The parameters of TargetScan and miRanda were set as score>50 and free energy<-10 kcal/mol, respectively. The overlap genes between the two algorithms were regarded as the target genes, whose enrichment analysis was conducted using GO terms (http://www.geneontology.org) and KEGG pathways (http://www.genome.jp/kegg). Based on these results, the miRNA-GO-network and miRNA-KEGG-network were generated. Cytoscape was used for displaying a visualized interaction between miRNAs and mRNAs.

### Real-time quantification of mRNA and miRNA

In order to validate the confidence of high-throughput transcriptome sequencing, 10 differentially expressed genes are selected and analyzed by quantitative real-time PCR assay. *P*. *olivaceus* β-actin gene was used as the internal reference. Primers were listed in S2 Table. The total RNAs for high-throughput transcriptome sequencing were reverse transcripted into cDNA by PrimeScript RT reagent Kit with gDNA Eraser (Takara, Japan). Then qRT-PCR were conducted using SYBR Premix Ex Taq (Takara, Japan) in 20 μl reaction solution containing 10 μl SYBR Premix Ex Taq (2X), 0.4 μl forward primer and 0.4 μl reverse primer, 0.4 μl ROX reference dye, 1μl cDNA and 8.2 μl ddH2O. The PCR amplification procedure was carried out at 95°C for 10 s; 40 cycles of 95°C for 5 s and 60°C for 34 s; followed by disassociation curve analysis in a ABI 7500 fast real-time PCR system (Applied Biosystems, USA). The amplification reaction without the template was used as a no template control. All reactions were performed in triplicate. The relative gene expression was calculated using the 2-ΔΔCt method [43]. Statistical comparison of the levels detected at different time points is carried out by SPSS, and p<0.05 were considered as significant.

To validate the differential expression results from miRNA sequencing, 10 miRNAs were randomly selected for qRT-PCR. Firstly, the total small RNAs from the normal and albino pigmented skins were extracted using a miRcute miRNA Isolation Kit (TianGen, Beijing, China). The poly(A) tail addition and reverse transcription for 2 μg RNA were performed using the miRcute miRNA First-Strand cDNA Synthesis Kit (Tiangen, Beijing, China). The qRT-PCR was then performed by the miRcute miRNA qPCR Detection Kit (SYBR) (Tiangen, Beijing, China). Next, PCRs consisting of 20 μl PCR reaction solution containing 1 μl cDNA, 10 μl 2×miRcute miRNA premix, 1.6 μl 50×ROX Reference Dye, 0.4 μl forward primer, 0.4 μl reverse primer, and 6.6 μl ddH_2_O were carried out on an ABI Prism 7500 Fast Sequence Detection System (ABI, Carlsbad, CA, USA) at 94°C for 2 min, followed by 40 cycles of 94°C for 20 s and 60°C for 34 s. Forward primers were designed based on mature miRNA sequences (S3 Table), and the reverse primer was provided by the miRcute miRNA qPCR Detection Kit (SYBR) (Tiangen, Beijing, China). The 5s rRNA of *P*. *olivaceus* was used as the internal control for the normalization of expression levels. The results were analysed using the 2^-ΔΔCt^ method, with the threshold cycle (Ct) determined by the default threshold settings. The experiment was conducted independently three times.

## Results

### RNA-seq sequencing and analysis

In order to better understand *P*. *olivaceus* albinism mechanism, we conducted a comparative transcriptomic analysis among three normal and albino pigmented individuals. 

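RNA was taken from the skin of the ocular side of 3 albino and 3 normally pigmented fish of 1 full-sib family at the age of 5 months, and 1 library was made from each fish. The authors mapped the paired reads to the flounder genome with TopHat2 2.0.9, assembled known and new transcripts with Cufflinks 2.1.1, counted reads per gene with HTSeq and calculated RPKM, the reads of a gene scaled by its length and by the mapped reads of the library. Both the read counts and the RPKM of the 6 libraries were deposited and were used here. The counts summed over all genes were 20025047 in PO_con1, 18332965 in PO_con2 and 18232951 in PO_con3. They were 17905084 in PO_alb1, 18631484 in PO_alb2 and 18088393 in PO_alb3. The medians were 18332965 for normal and 18088393 for albino libraries. The paper's mean of 31655702 clean reads is a number of reads before mapping, and the mean number counted to genes was 18535987. Library composition differed between fish of 1 group, since the 10 most abundant genes held 25.1% to 33.5% of the counts of normal libraries and 28.3% to 37.3% of those of albino libraries. The counts were therefore scaled by TMM, with factors of 0.879, 1.03 and 1.27 in PO_con1 to PO_con3 and 1.05, 1.05 and 0.791 in PO_alb1 to PO_alb3. Genes with enough counts (the filterByExpr rule of edgeR) were tested between albino and normal fish with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the 16260 genes kept. A gene was called at an adjusted p under 0.05. Fold changes are given as log2 of albino over normal with the standard error (SE) of the model, and levels as counts normalized by TMM with the SD over the 3 fish of a group. The floor for a group with no counts of a gene was set to 3 counts over the group. Gene names are those of the paper's tables, which are matches to other species. Intervals and floors cover counting error only. An exact permutation test of 3 fish against 3 cannot give a p under 0.1 for 1 gene.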

A total of six cDNA libraries, named as PO_con1, PO_con2, PO_con3, PO_alb1, PO_alb2 and PO_alb3, were constructed and sequenced. A mean of 31,655,702 clean reads with Q20 higher than 94.17% were obtained from each library (S4 Table, S1 Fig). Further genome mapping analysis revealed that over 79.13% of reads were mapped with *P*. *olivaceus* genome. Subsequently, a total of 21787 know genes and 711 new genes were identified by further transcripts assembly based on *P*. *olivaceus* genome.

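Of the 21787 known genes of the count table, 20121 had at least 1 read in the 6 libraries, as did 694 of the 711 new genes. At least 10 reads in all were counted for 17696 known and 689 new genes. A mean RPKM of at least 1 was reached by 14453 known and 523 new genes. The median of the mean RPKM was 3.45 for known genes and 2.57 for new genes. The test covered 15641 known and 619 new genes. In albino skin 139 known genes were lower and 21 higher, and 9 new genes were lower, at an adjusted p under 0.05 from edgeR. The numbers of genes with at least 1 read in a single library lay between 18855 in PO_alb3 and 19527 in PO_con3.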

### Differentially expressed genes identification and validation

Based on the expression level of each gene in samples, the correlation coefficient was calculated to evaluate the repeatability. 

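The correlation was computed here across all genes as Pearson's r of log2(RPKM + 1), and genes are not independent replicates. Among the normal libraries it was 0.9864 between PO_con1 and PO_con2, 0.9745 between PO_con1 and PO_con3 and 0.9857 between PO_con2 and PO_con3. Among the albino libraries it was 0.9876 between PO_alb1 and PO_alb2, 0.9856 between PO_alb1 and PO_alb3 and 0.9817 between PO_alb2 and PO_alb3. Between an albino and a normal library it ranged from 0.957 for PO_con3 and PO_alb3 to 0.9843 for PO_con1 and PO_alb1. PO_con1 was thus closer over all genes to each albino library (0.9774 to 0.9843) than to PO_con3. The mean correlation with the other 2 libraries of its group was lowest for PO_con3 at 0.9801 and highest for PO_alb1 at 0.9866. No pair of libraries of 1 group held the same counts, since the chi-square per degree of freedom between such counts was 30.7 to 96.3, where counting noise alone gives 1.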

The result showed that the pearson correlation coefficient between three replicas was 95.0~97.5% (S2 Fig). 

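In albino skin 148 genes fell and 21 rose at an adjusted p under 0.05 from edgeR's quasi-likelihood test, out of 16260 genes tested. Of the genes that fell, 105 did so by at least 4-fold, and 20 of them had 3 counts or fewer over the albino libraries. Of the genes that rose, 9 did so by at least 4-fold. Heme-binding protein 2 (HEBP2, GS_011013) had a normalized count of 1204 ± 520.0 (SD, n = 3) in normal and 2.76 ± 3.71 (SD, n = 3) in albino fish, a log2 fold change of -8.67 (SE 0.69, adjusted p = 0.00096) that was -10.79 without PO_alb1 and -8.03 without PO_alb2. Of the 10 genes with the lowest fold changes, 4 have no name in the paper's tables and 3 are paralogs of GCH1. CAMK1G (GS_007481), a calcium/calmodulin-dependent protein kinase, rose from 90.7 ± 27.5 (SD, n = 3) to 982 ± 331 (SD, n = 3), a log2 fold change of 3.44 (SE 0.33, adjusted p = 0.0027), and was called without each library in turn. NKX1-1 (GS_001591), a homeobox transcription factor, had 0 counts in normal and 51 in albino libraries and was at least 19.3-fold higher in albino (adjusted p = 0.027), but its call was lost when any library except PO_con1 was left out (adjusted p = 0.059 to 0.11). Muscle genes were also measured in the skin samples. The count of desmin (DES) was 19248 ± 6443 (SD, n = 3) in normal and 38833 ± 7078 (SD, n = 3) in albino fish, a log2 fold change of 1.01 (SE 0.30) that did not pass the test (adjusted p = 0.33). All 169 genes called had no overlap between the albino and the normal values, as had 13.2% of all genes tested, where chance gives 10%. An unadjusted p under 0.05 was reached by 1278 genes. Of the 235 genes of Table S5, 223 were tested here, all with the direction of that table, and 160 were called, 141 lower and 19 higher. That table comes from the same counts, so the shared direction was nearly fixed in advance. Fewer genes were called with 1 fish left out, where the test also had fewer fish. Without PO_con2, 67 genes were lower and 2 higher, without PO_con3 94 and 13, without PO_alb1 94 and 8, without PO_alb2 84 and 11, and without PO_alb3 78 and 8. The genes of Table S5 called were then 68, 101, 99, 92 and 83 in the same order.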

The subsequent differential expression showed that 235 genes exhibited significantly different (Fig 1, S5 Table) (fold change≥ 2 or ≤ 0.5 and q-value ≤ 0.05), including 194 down-regulated genes and 41 up-regulated genes in PO_alb vs PO_con.

**Fig 1:**
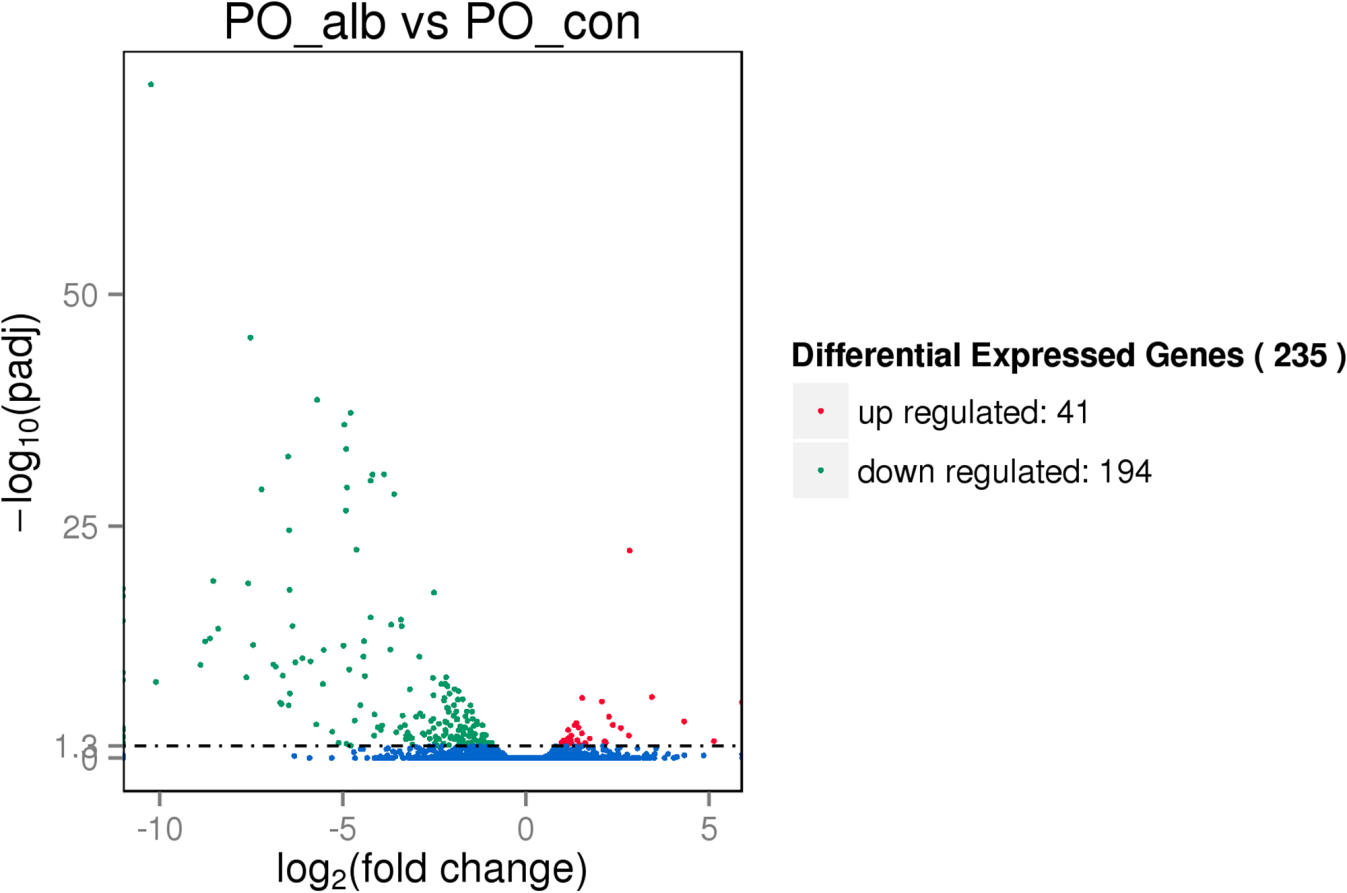
The volcanoplot of differentially expressed genes in RNA-seq. The differentially expressed genes including 41 up-regulated genes and 194 down-regulated genes in PO_alb vs PO_con were illustrated in a volcanoplot (fold change≥2 and q-value≤0.05).

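The genes of Table S5 were sorted by known function into lists before the counts were examined, but with the fold changes of that table in view, which come from the same libraries. The study chose these genes on these libraries too, so the counts below are not independent evidence of direction. A pass when adjusted over the list alone was nearly fixed by that choice and adds no evidence of a change. Of 8 genes of neurotransmission, 4 were lower, 2 higher and 2 did not pass the test (5 lower and 3 higher when adjusted over the list alone). The vesicular transporter of GABA and glycine (SLC32A1) rose from a normalized count of 283 ± 26.5 (SD, n = 3) to 1998 ± 244 (SD, n = 3), a log2 fold change of 2.82 (SE 0.17, adjusted p = 4e-04). Glutamate decarboxylase 1 (GAD1), which makes GABA, had a log2 fold change of -3.21 (SE 0.45, adjusted p = 0.018). Of 5 genes of retinoid metabolism and light sensing, 3 were lower and 2 did not pass (5 lower when adjusted over the list alone). Retinol dehydrogenase 11 (RDH11) fell from 148 ± 27.9 (SD, n = 3) to 4.88 ± 2.92 (SD, n = 3), and the retinol reductase RETSAT had a log2 fold change of -4.52 (SE 0.49, adjusted p = 0.0049). Of 7 genes of lipid metabolism, 3 were lower, 1 higher and 3 did not pass (4 lower and 3 higher when adjusted over the list alone). The triglyceride lipase PNPLA2 had a log2 fold change of -6.64 (SE 0.57, adjusted p = 0.0014), and the lipid droplet protein CIDEC one of 4.27 (SE 0.54, adjusted p = 0.010). A perilipin gene, PLIN2 GS_005047, fell by 5.71 on the log2 scale (SE 0.70, adjusted p = 0.0091), while PLIN2 GS_012001 had a log2 fold change of 0.96 and an adjusted p of 0.24. Of 14 genes of skeleton and extracellular matrix, 10 were lower, 1 was higher and 3 did not pass (13 lower and 1 higher when adjusted over the list alone). Osteocalcin (BGLAP) had a log2 fold change of -5.12 (SE 0.62, adjusted p = 0.0091), biglycan (BGN) one of -2.07 and the collagen chain COL1A2 one of 2.22. The paper describes this COL1A2 ID, GS_000465, as a fragment. Its mean RPKM was low, 0.634 in normal and 2.60 in albino fish, and whether it stands for the main COL1A2 gene was not tested. Of 18 genes of immunity, 17 were tested, of which 4 were lower, 5 higher and 8 did not pass (9 lower and 8 higher when adjusted over the list alone). The membrane-bound immunoglobulin heavy chain GS_000623.1 fell from 80.6 ± 36.4 (SD, n = 3) to 3.13 ± 1.47 (SD, n = 3), and lysozyme g (LYG) rose from 1591 ± 217 (SD, n = 3) to 5313 ± 1764 (SD, n = 3). Of 4 genes of muscle, 1 was higher, METTL21C with a log2 fold change of 1.23 (adjusted p = 0.037), and 3 did not pass (4 higher when adjusted over the list alone). The log2 fold changes of MUSTN1 and TNNT2 were 1.54 and 1.55, with adjusted p of 0.066 and 0.51. Without PO_con1 that of TNNT2 was 2.35. MUSTN1 passed only without PO_con1 (adjusted p = 0.01, against 0.074 to 0.32 without another library). Many of these calls were lost with 1 library left out, where the test also had fewer fish. Without PO_con1, PO_con2, PO_con3, PO_alb1, PO_alb2 and PO_alb3 in turn, the genes called lower were 4, 0, 3, 2, 1 and 0 for neurotransmission, 8, 1, 4, 1, 5 and 0 for skeleton and extracellular matrix, and 3, 1, 2, 4, 1 and 1 for immunity. In the same order, the genes called higher were 2, 1, 2, 2, 2 and 2, then 0, 0, 1, 0, 1 and 0, and then 1, 0, 3, 1, 1 and 1. The genes of lipid metabolism called higher were 2 without PO_con1 and 0 without PO_con2. The calls of CIDEC (adjusted p = 0.078) and PLIN2 (0.057) were lost without PO_con2, those of BGLAP without PO_alb2 or PO_alb3 (0.052 to 0.057) and LYG without PO_con2 or PO_con3 (0.081 to 0.17), and those of GAD1, BGN, COL1A2 and METTL21C without PO_con2, PO_alb1 or PO_alb3 (0.052 to 0.18). The log2 fold change of RETSAT was -5.52 without PO_alb3, that of PLIN2 GS_005047 was -5.08 without PO_alb1 and -8.35 without PO_alb3, and that of BGLAP was -4.38 without PO_con3. The call of GAD1 was also lost without PO_alb2, those of COL1A2 and METTL21C without PO_con1, and that of METTL21C without PO_con3, all within this range.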

Subsequently, 10 genes, including up-regulated genes *fatty acid-binding protein*, *intestinal (fabp2)*, *probable glutamate receptor (glrk)*, *heat shock cognate 71 kDa protein (hspa8)*, and down-regulated genes *GTP cyclohydrolase 1 (gch1)*, *novel00096*, *melanocyte protein (pmel)*, *transmembrane protein 130 (tmem130)*, *tyr*, *tyrp1*, *wnt7b* were selected for qRT-PCR validation experiment. 

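The 10 genes were chosen by the study from these libraries. Their count, also when adjusted over the list alone, is not independent evidence of direction or of a change. From the counts, 6 of them fell and 1 rose in albino fish, and 3 did not pass the test (7 lower and 3 higher when adjusted over the list alone). GCH1 GS_008748, which starts pteridine synthesis, had a log2 fold change of -8.50 (SE 0.42, adjusted p = 0.00019). The melanosome matrix protein PMEL fell by 5.72 on the log2 scale (SE 0.56, adjusted p = 0.0028). The melanin synthesis genes TYR and TYRP1 GS_012029 had log2 fold changes of -5.06 (SE 0.62, adjusted p = 0.0091) and -4.93 (SE 0.31, adjusted p = 4e-04). TMEM130 had 1291 counts in the normal and 3 in the albino libraries, a ratio of 379 with a counting interval of 129 to 1841 (95%, Clopper-Pearson), and an adjusted p of 4e-04. The new gene Novel00096 fell from 955 ± 321 (SD, n = 3) to 247 ± 99.8 (SD, n = 3). The glutamate receptor gene GLRK rose from 884 ± 228 (SD, n = 3) to 3713 ± 865 (SD, n = 3), with a log2 fold change of 2.07 (SE 0.27, adjusted p = 0.011). The chaperone gene HSPA8 had counts of 26161 ± 5578 (SD, n = 3) and 55983 ± 13762 (SD, n = 3), a log2 fold change of 1.10 that did not pass (adjusted p = 0.18). FABP2, a carrier of fatty acids, had a log2 fold change of 1.43 (SE 0.33, adjusted p = 0.15) and WNT7B, a signalling protein, one of -1.70 (SE 0.31, adjusted p = 0.053). The log2 fold change of TYR was -4.46 without PO_alb1 and -6.43 without PO_alb3, and the 3 counts of TMEM130 were 2 in PO_alb1 and 1 in PO_alb2. The call of TYR was lost without PO_alb2 (adjusted p = 0.052), that of GLRK without PO_con2 (0.061), and that of Novel00096 without any of PO_con2, PO_con3, PO_alb2 and PO_alb3 (0.13 to 0.23). The gene IDs of GCH1 and TYRP1 are those whose fold changes in Table S5 equal the values printed in Fig 2B.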

The relative expression levels of these genes were similar with those of high-throughput transcriptome results (Fig 2).

**Fig 2:**
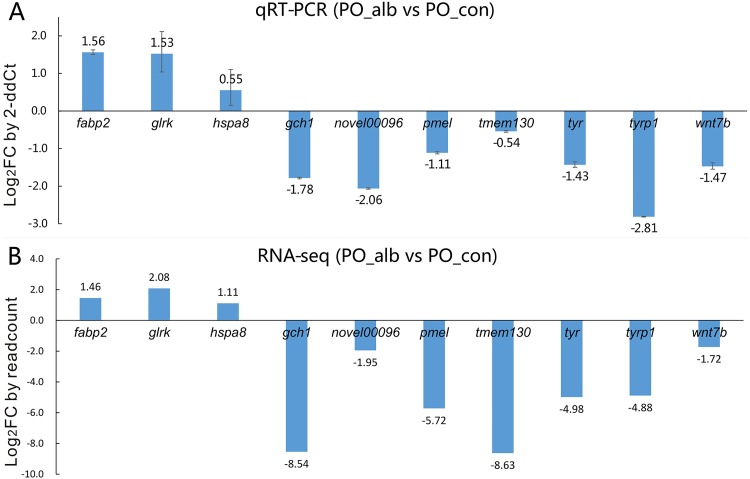
The expression levels of ten genes in qRT-PCR and RNA-seq. The expression fold change (FC) 10 *P*. *olivaceus* genes in PO_alb versus PO_con detected by qRT-PCR and RNA-seq were calculated by 2-ddCt and readcount, respectively. And these genes’ log2FC values of qRT-PCR and RNA-seq are shown in A and B, respectively. In qRT-PCR analysis, β-actin expression levels were used for the internal control, and values are indicated as means ± standard error (SE) derived from triplicate experiments.

### The overlapped pigmentation related genes between previous publications and present study

In order to further confirm the fidelity of the differentially expressed genes presented in this study, we compared the overlapped pigmentation related genes between previous publications and present study. 

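Of the 30 gene IDs of Table 1, 28 had counts enough for the test, and 22 of these fell in albino skin while 6 did not pass (28 lower when adjusted over the list alone). The study chose the list from these libraries, so the count is not independent evidence of direction. A pass when adjusted over the list alone was nearly fixed by that choice and adds no evidence of a change. All 28 had a log2 fold change below 0. Of 13 genes of melanophores in Table S5, 10 fell and 3 did not pass (13 lower when adjusted over the list alone), and of 14 genes of pteridine and purine pigment cells 11 fell and 3 did not pass (14 lower when adjusted over the list alone). In the same libraries the 4 muscle genes of Table S5 had log2 fold changes above 0 with a median of 1.38 (1 called higher, 4 higher when adjusted over the list alone), and its 3 keratin genes lay below 0. MLANA, a melanosome protein, fell from a normalized count of 283 ± 35.8 (SD, n = 3) to 14.9 ± 9.26 (SD, n = 3), a log2 fold change of -4.23 (SE 0.36, adjusted p = 0.0014). The ion channel TRPM1 fell from 227 ± 25.1 (SD, n = 3) to 58.5 ± 17.8 (SD, n = 3). The transcription factor of neural crest cells SOX10 had a log2 fold change of -1.73 (SE 0.17, adjusted p = 0.0027). Xanthine dehydrogenase (XDH), an enzyme of purine and pteridine metabolism, had a log2 fold change of -3.69 (SE 0.31, adjusted p = 0.0013). Keratin 18 (KRT18) fell by 4.52 on the log2 scale (SE 0.45, adjusted p = 0.0032). Melanoregulin (MREG) fell from 158 ± 6.66 (SD, n = 3) to 34.1 ± 13.7 (SD, n = 3) and the receptor KIT from 78.3 ± 16.6 (SD, n = 3) to 17.5 ± 7.71 (SD, n = 3). The melanocortin receptor MC5R had 91 counts in the normal and 0 in the albino libraries and was at least 26.7-fold lower (adjusted p = 0.014). The motor protein MYO5A, with a log2 fold change of -0.97 (SE 0.17), and PAX7, a transcription factor of pigment cell lineages, with one of -1.16 (SE 0.24, adjusted p = 0.10), did not pass. BMP1 and TBX19 had too few counts for the test, with 55 against 3 and 43 against 1 counts in the normal and albino libraries, ratios of 16.2 (95% counting interval 5.25 to 80.7) and 37.9 (6.45 to 1531). The log2 fold change of MLANA was -4.87 without PO_alb1 and that of KRT18 -5.40 without PO_alb2. The call of MREG was lost without PO_con2 (adjusted p = 0.066), that of MC5R without PO_con2 or PO_con3 (0.054 to 0.10) and that of KIT without any 1 of the 6 libraries (0.061 to 0.17). The paper compares its genes with those of previous publications as a further check on the fidelity of its differentially expressed genes.

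**Figure D1:**
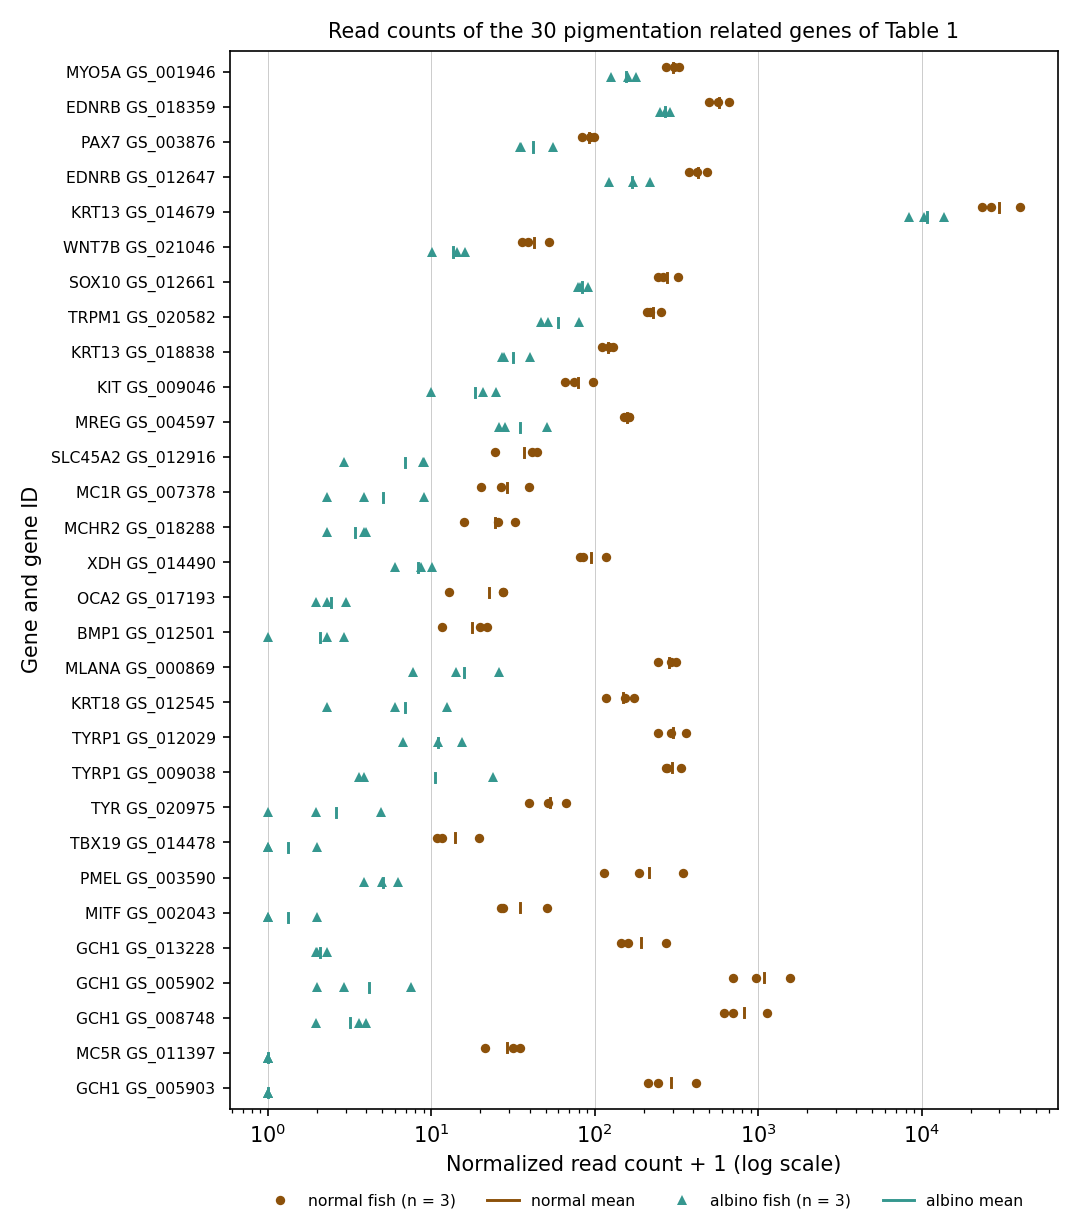
Read counts of the 30 genes of Table 1, normalized by TMM, plus 1 on a log scale, for each normal (circles) and albino (triangles) fish with group means (bars). Each gene's 3 albino fish lie below its 3 normal fish, and the albino fish of MC5R and GCH1 GS_005903 lie at 0 counts.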

And the comparison revealed that 30 genes including Endothelin B receptor (EDNRB), GCH1, Mast/stem cell growth factor receptor (KIT), melanocortin 1 receptor (MC1R), MC5R, MITF, OCA2, PAX7, SLC45A2, SOX10, TYR, TYRP1, WNT7B were overlapped, which all showed down-regulated expression pattern in PO_alb vs PO_con (Table 1).

**Table 1:** The overlapped pigmentation related genes between previous study and present study.

Index	Gene_ID	Gene symbol, description and chromosome location	PO_con (readcount)	PO_alb (readcount)	log2 fold change (PO_alb vs PO_con)	padj
1	GS_012501	BMP1, Bone morphogenetic protein 1, chro13	16.47	1.06	-3.96	0.000954
2	GS_012647	EDNRB, Endothelin B receptor, chro11	418.19	166.60	-1.33	0.000218
3	GS_018359	EDNRB, Endothelin B receptor, chro12	561.53	263.69	-1.09	0.003513
4	GS_005903	GCH1, GTP cyclohydrolase 1, chro24	284.36	0.00	Inf	1.65E-15
5	GS_008748	GCH1, GTP cyclohydrolase 1, chro4	803.68	2.16	-8.54	8.45E-20
6	GS_005902	GCH1, GTP cyclohydrolase 1, chro24	1056.71	3.11	-8.41	1.18E-14
7	GS_013228	GCH1, GTP cyclohydrolase 1, chro3	187.56	1.07	-7.45	6.61E-13
8	GS_009046	KIT, Mast/stem cell growth factor receptor, chro5	76.74	17.25	-2.15	3.79E-06
9	GS_018838	K1C13, Keratin, type I cytoskeletal 13, chro10	117.72	30.17	-1.96	2.05E-06
10	GS_014679	K1C13, Keratin, type I cytoskeletal 13, chro5	29391.00	10648.78	-1.46	0.018738
11	GS_012545	K1C18, Keratin, type I cytoskeletal 18, chro13	144.15	5.82	-4.63	3.57E-23
12	GS_007378	MC1R, Melanocortin 1 receptor, chro7	27.32	3.99	-2.78	0.003166
13	GS_011397	MC5R, Melanocortin 5 receptor, chro6	27.61	0.00	Inf	6.14E-10
14	GS_018288	MCHR2, Melanin-concentrating hormone receptor 2, chro12	23.23	2.35	-3.30	0.000297
15	GS_002043	MITF, Microphthalmia-associated transcription factor, chro1	33.44	0.33	-6.68	1.54E-06
16	GS_000869	MAR1, Melanoma antigen recognized by T-cells 1, chro13	277.19	14.69	-4.24	1.26E-30
17	GS_004597	MREG, Melanoregulin, chro10	154.35	33.53	-2.20	1.01E-08
18	GS_001946	MYO5A, Myosin-Va, chro7	296.08	151.63	-0.97	0.047734
19	GS_017193	OCA2, P protein, chro24	21.26	1.40	-3.92	0.000309
20	GS_003876	PAX7, Paired box protein Pax-7, chro17	88.93	40.55	-1.13	0.041166
21	GS_003590	PMEL, Melanocyte protein, chro1	210.22	3.98	-5.72	0.000246
22	GS_012916	SLC45A2, Membrane-associated transporter protein, chro13	35.13	5.84	-2.59	0.000102
23	GS_012661	SOX10, Transcription factor SOX-10, chro10	270.45	81.67	-1.73	4.55E-07
24	GS_014478	TBX19, T-box transcription factor 19, chro14	12.77	0.33	-5.29	0.001515
25	GS_020582	TRPM1, Transient receptor potential cation channel subfamily M member 1, chro19	222.04	57.56	-1.95	3.80E-08
26	GS_020975	TYR, Tyrosinase, chro21	50.90	1.61	-4.98	7.81E-13
27	GS_009038	TYRP1, Tyrosinase-related protein 1, chro5	289.28	9.33	-4.95	1.16E-36
28	GS_012029	TYRP1, Tyrosinase-related protein 1, chro9	292.57	9.91	-4.88	6.72E-30
29	GS_021046	WNT7B, Protein Wnt-7b, chro16	40.65	12.32	-1.72	0.02056
30	GS_014490	XDH, Xanthine dehydrogenase/oxidase, chro14	91.58	7.17	-3.68	4.31E-15

### The GO term and KEGG pathway enrichment analysis of RNA-seq

In order to further understand the function of these differentially expressed genes, GO term and KEGG pathway were subsequently carried out. 

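A list of 13 genes of G-protein coupled receptors and cAMP signalling was made from Table S5. Of these, 11 fell in albino skin and 2 did not pass the test (13 lower when adjusted over the list alone). The genes are the study's choice from these libraries. This is not independent evidence of direction or of a change, also when adjusted over the list alone. Other receptors of this kind in Table S5 were left outside the list, among them PTGER3, GRM3 and P2RY8 with a log2 fold change above 0, and MC1R and EDNRB with one below 0, so the single direction follows in part from the choice. The alpha-2B adrenergic receptor ADRA2B had a normalized count of 245 ± 35.5 (SD, n = 3) in normal and 8.10 ± 4.31 (SD, n = 3) in albino fish, a log2 fold change of -4.89 (SE 0.32, adjusted p = 4e-04). RGS8, a regulator of G proteins, had a log2 fold change of -4.77 (SE 0.42, adjusted p = 0.0016). The adenylate cyclase ADCY5, which makes cAMP, fell from 239 ± 52.8 (SD, n = 3) to 22.7 ± 5.44 (SD, n = 3), a log2 fold change of -3.38 (SE 0.25, adjusted p = 0.00065). The regulatory subunit of the cAMP-dependent protein kinase PRKAR1B fell from 321 ± 17.3 (SD, n = 3) to 17.5 ± 3.94 (SD, n = 3), a log2 fold change of -4.17 (SE 0.20, adjusted p = 0.00019). The phosphodiesterases PDE10A and PDE8B, which break down cyclic nucleotides, had log2 fold changes of -1.84 (SE 0.16, adjusted p = 0.0016) and -1.92 (SE 0.22, adjusted p = 0.0060). The melanin-concentrating hormone receptor MCHR2 had one of -3.21 (SE 0.49, adjusted p = 0.027) and the beta-1 adrenergic receptor ADRB1 one of -2.21 (SE 0.34, adjusted p = 0.027). The receptor of corticotropin-releasing factor CRHR1, at -2.02 (SE 0.39, adjusted p = 0.072), and the dopamine receptor DRD5L, at -3.29 (SE 0.63, adjusted p = 0.067), did not pass. DRD5L was at -2.66 without PO_alb2 and at -4.1 without PO_alb3. Of the 11 genes that fell, 6 stayed past the threshold without PO_con2, and 7 genes of the list were called without PO_con3. The call of MCHR2 was lost without any library except PO_con1 (adjusted p = 0.095 to 0.15) and that of ADRB1 without any except PO_alb1 (0.058 to 0.13). The enrichment of GO terms was not analysed here, since the count table does not pair gene IDs with terms.

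**Figure D2:**
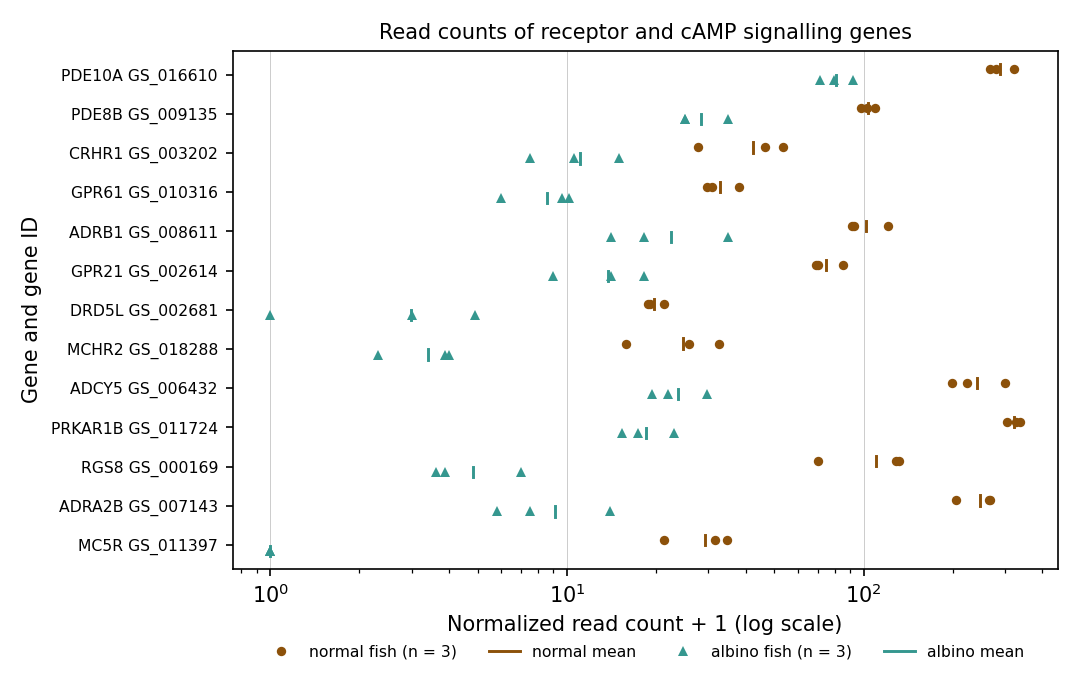
Read counts of 13 genes of receptors and cAMP signalling, normalized by TMM, plus 1 on a log scale, for each normal (circles) and albino (triangles) fish with group means (bars). PRKAR1B, ADCY5 and ADRA2B show the albino fish below the normal fish by larger gaps than PDE10A.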

GO term enrichment analysis revealed that 81 GO terms with p≤0.05 were enriched, including extracellular region, transmembrane signalling receptor activity, G-protein coupled receptor signalling pathway, signal transducer activity, molecular transducer activity, cell surface receptor signalling pathway, G-protein coupled receptor activity, heme oxygenase (decyclizing) activity, heme oxidation, receptor activity and so on (S6 Table). While, no GO terms with q≤0.05 were enriched. 

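The members of each pathway were listed from Table S5, a choice of the study on these libraries. Their counts, also when adjusted over the list alone, are not independent evidence of direction or of a change. All 6 genes of folate biosynthesis fell in albino skin (6 lower when adjusted over the list alone). Besides GCH1 they include sepiapterin reductase (SPR), which makes tetrahydrobiopterin, with a normalized count of 272 ± 77.1 (SD, n = 3) in normal and 3.08 ± 3.38 (SD, n = 3) in albino fish. Its log2 fold change was -6.36 (SE 0.48, adjusted p = 7e-04), and -7.79 without PO_alb1. Of 10 genes of melanogenesis, 8 fell and 2, MC1R and WNT7B, did not pass (10 lower when adjusted over the list alone). All 4 genes of tyrosine metabolism fell (4 lower when adjusted over the list alone). Besides TYR and TYRP1 these include the amine oxidase ABP1, with 97 counts in the normal and 2 in the albino libraries, a ratio of 42.7 with a counting interval of 11.5 to 358 (95%, Clopper-Pearson) and an adjusted p of 0.0043. Of 13 genes of neuroactive ligand-receptor interaction, 7 fell, 1 rose and 5 did not pass (10 lower and 3 higher when adjusted over the list alone). The prolactin receptor PRLR had a log2 fold change of -2.13 (SE 0.31, adjusted p = 0.022). The prostaglandin receptor PTGER3 rose from 7.23 ± 2.39 (SD, n = 3) to 37.3 ± 9.41 (SD, n = 3), a log2 fold change of 2.36 (SE 0.36, adjusted p = 0.026). The glutamate receptor GRM3 at 1.48 (SE 0.34, adjusted p = 0.15) and the purinoceptor P2RY8 at 1.22 (SE 0.29, adjusted p = 0.17) did not pass. The 8 genes of melanogenesis that fell became 5 without PO_con2, 4 without PO_alb2 and 5 without PO_alb3. For neuroactive ligand-receptor interaction, 1 gene was called lower without PO_con2, 2 without PO_con3, 2 without PO_alb2 and 3 without PO_alb3. The call of PRLR was lost without PO_con2, PO_con3 or PO_alb2 (adjusted p = 0.064 to 0.096) and that of PTGER3 without any 1 of the 6 libraries (0.064 to 0.10). The enrichment itself was not analysed here, since the count table does not pair gene IDs with pathways.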

The KEGG pathway enrichment analysis showed that 9 pathways with p≤0.05 were significantly enriched, including Folate biosynthesis, Melanogenesis, Neuroactive ligand-receptor interaction, Tyrosine metabolism, and so on (Fig 3, S7 Table). Of those, the top three pathways exhibited a more significant difference with q≤0.05.

**Fig 3:**
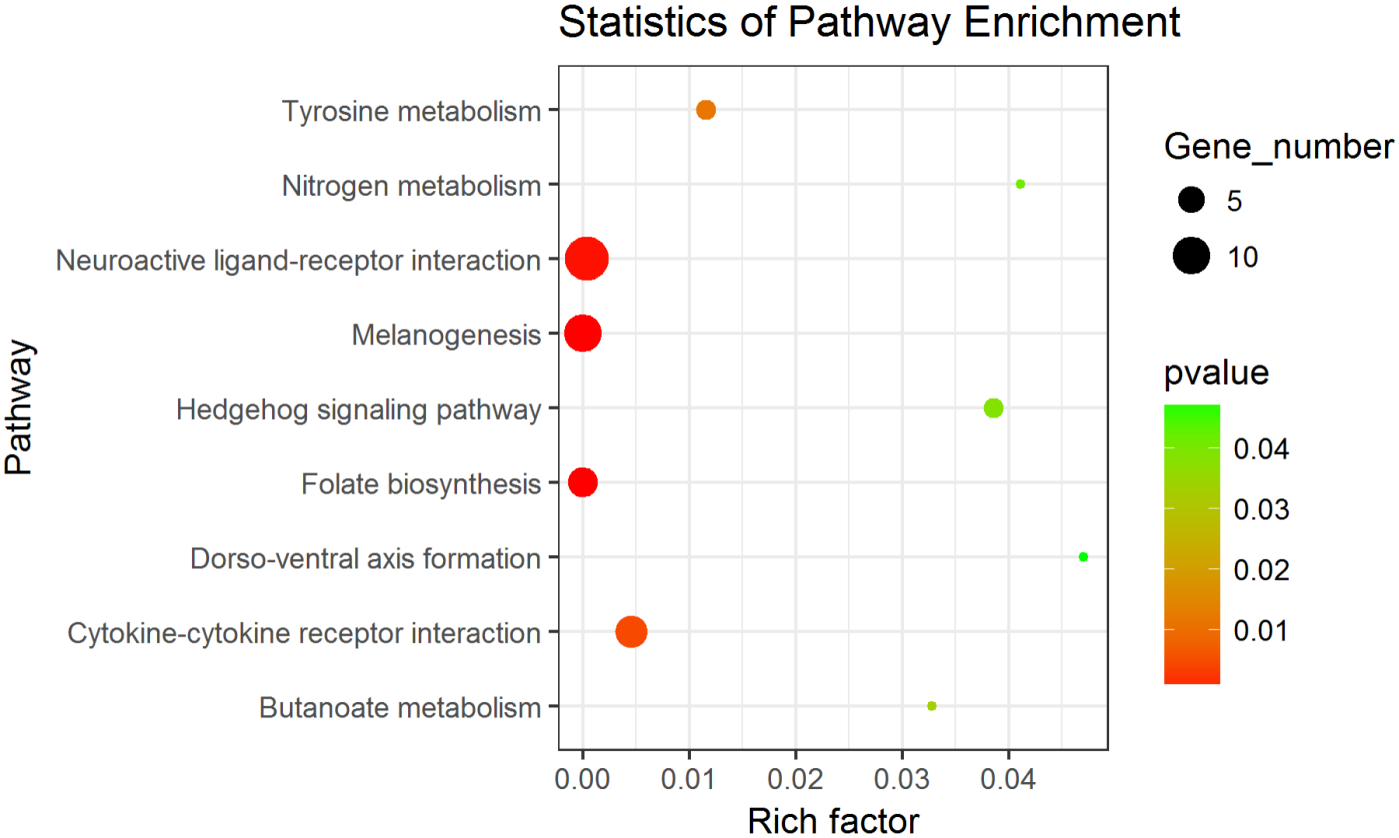
KEGG pathways enrichment in RNA-seq (p<0.05). Gene number: number of target genes in each pathway. Rich factor: the ratio of the number of target genes divided by the number of all the genes in each pathway.

### MicroRNA library construction and identification

To identify miRNAs involved in the albinism of *P*. *olivaceus*, six small RNA libraries, PO_con1, PO_con2, PO_con3, PO_alb1, PO_alb2 and PO_alb3, were constructed and sequenced using Illumina HiSeq 2500. A total of 9,960,534, 10,957,008, 11,060,368, 10,559,741, 9,702,427, and 10,974,117 raw reads were acquired, respectively. The quality scores across all bases before and after trimming showed high accuracy (>99.9%) in all six libraries (S3 Fig). These reads were first adjusted to remove the sequencing artefacts: reads without a 3’ adaptor, reads that were <18 nt and >26 nt, and junk reads (≥2N, ≥7A, ≥8C, ≥6G, ≥7T, ≥10Dimer, ≥6Trimer, or ≥5Tetramer). Furthermore, these sequences were mapped to the RFam database (http://rfam.janelia.org), *P*. *olivaceus* mRNA database [42], and Repbase (http://www.girinst.org/repbase) for filtering the non-coding RNA families except miRNA, mRNA, and repetitive sequences. As a result of data treatment, 4,134,252 (41.51%), 5,004,942 (45.68%), 6,467,034 (58.47%), 6,238,636 (59.08%), 4,989,758 (51.43%), and 5,955,979 (54.27%) clean reads were obtained from the total reads of PO_con1, PO_con2, PO_con3, PO_alb1, PO_alb2 and PO_alb3, respectively (S8 Table). The length analysis indicated that 84–89% of clean read sequences were distributed between 20 and 24 nt (Fig 4), in accordance with the typical characteristics of Dicer processing products [44].

**Fig 4:**
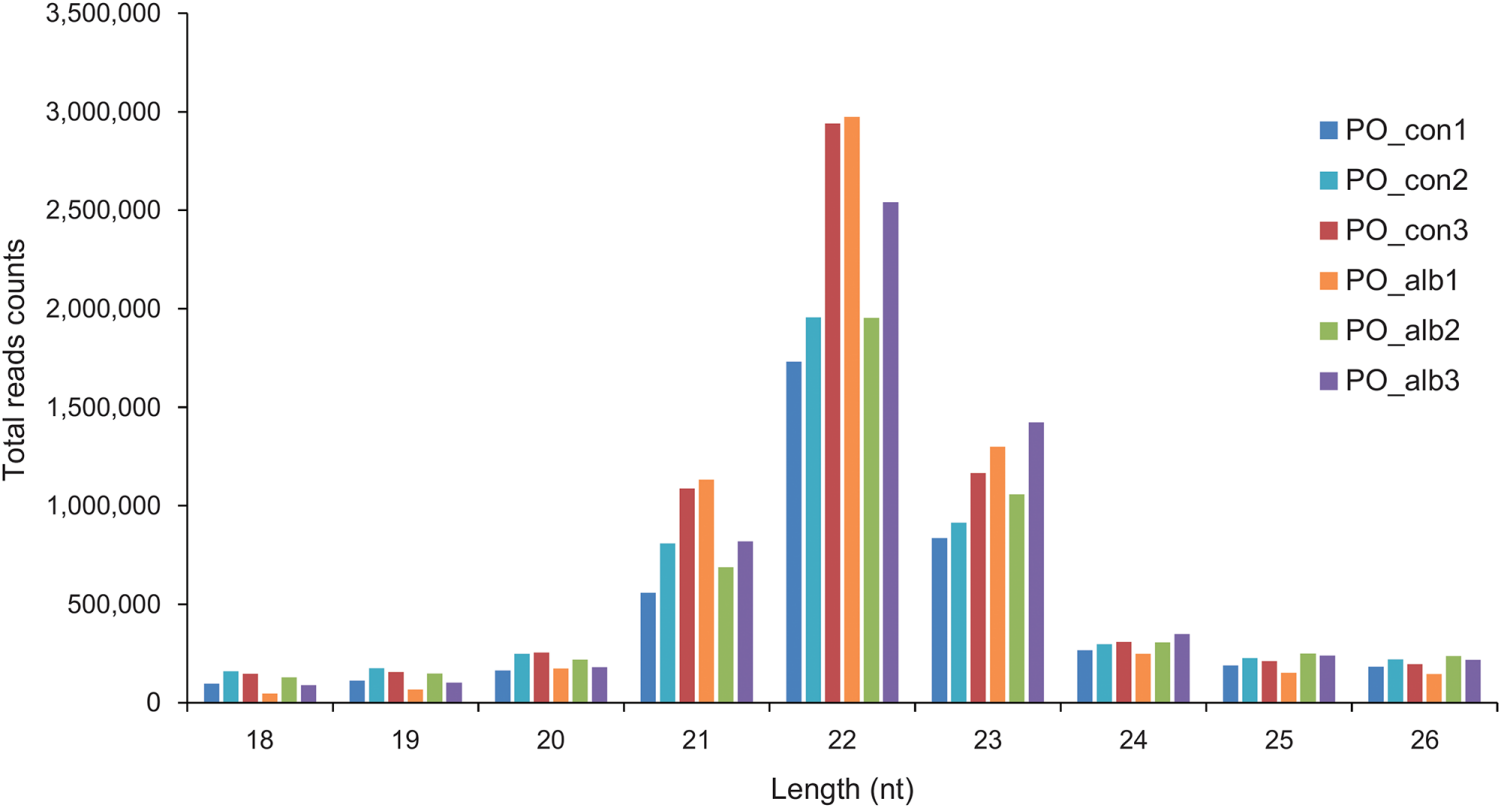
Length distribution of small RNAs. The clean reads of small RNAs were distributed from 18 nt to 26 nt in six libraries including PO_con1, PO_con2, PO_con3, PO_alb1, PO_alb2, and PO_alb3. The reads of 20–24 nt accounted for 84–93% of small RNAs.

The biological replicate quality check revealed that one albino sample (PO_alb1) exhibited a poor correlation with the other two samples, with R = 0.648–0.668 (S4 Fig). Hence, PO_alb1 and PO_con1 were excluded from subsequent miRNA identification and expression pattern analysis.

### Identification of conserved miRNAs

The clean reads from PO_con2, PO_con3, PO_alb2, and PO_alb3 were aligned with miRbase 21.0 and the *P*. *olivaceus* genome & EST, and 411 conserved miRNAs with normalized reads ≥10 were identified in *P*. *olivaceus*. According to the mapping information, four groups were clustered: gp1a, gp1b, gp2, and gp3. Group 1, gp1a, included 31 unique miRNAs mapping to *P*. *olivaceus* miRNA/pre-miRNAs in miRbase, and the pre-miRNAs further mapped to the genome & EST (S9 Table). Group 2, gp1b, included 240 unique miRNAs mapping to selected species’ (except for *P*. *olivaceus*) miRNAs/pre-miRNAs in miRbase, and the pre-miRNAs further mapped to the genome & EST (S10 Table). Group 3, gp2, included 75 unique miRNAs mapping to selected species’ (except for *P*. *olivaceus*) miRNAs/pre-miRNAs in miRbase, while only miRNA (not pre-miRNA) was mapped to the genome (S11 Table). Group 4, gp3, included 65 unique miRNAs mapping to selected species’ (except for *P*. *olivaceus*) miRNAs/pre-miRNAs in miRbase, but neither pre-miRNA nor miRNA was mapped to the genome (S12 Table).

### The conservation of the identified miRNAs with other species

The frequency with which 411 conserved miRNAs occurred in other species was calculated, and the result (Fig 5) showed that the top five species were channel catfish (*Ictalurus punctatus*), zebrafish (*Danio rerio*), house mouse (*Mus musculus*), Tetraodon pufferfish (*Tetraodon nigroviridis*), and Japanese killifish (*Oryzias latipes*), with 147, 144, 108, 106 and 106 conserved miRNAs, respectively.

**Fig 5:**
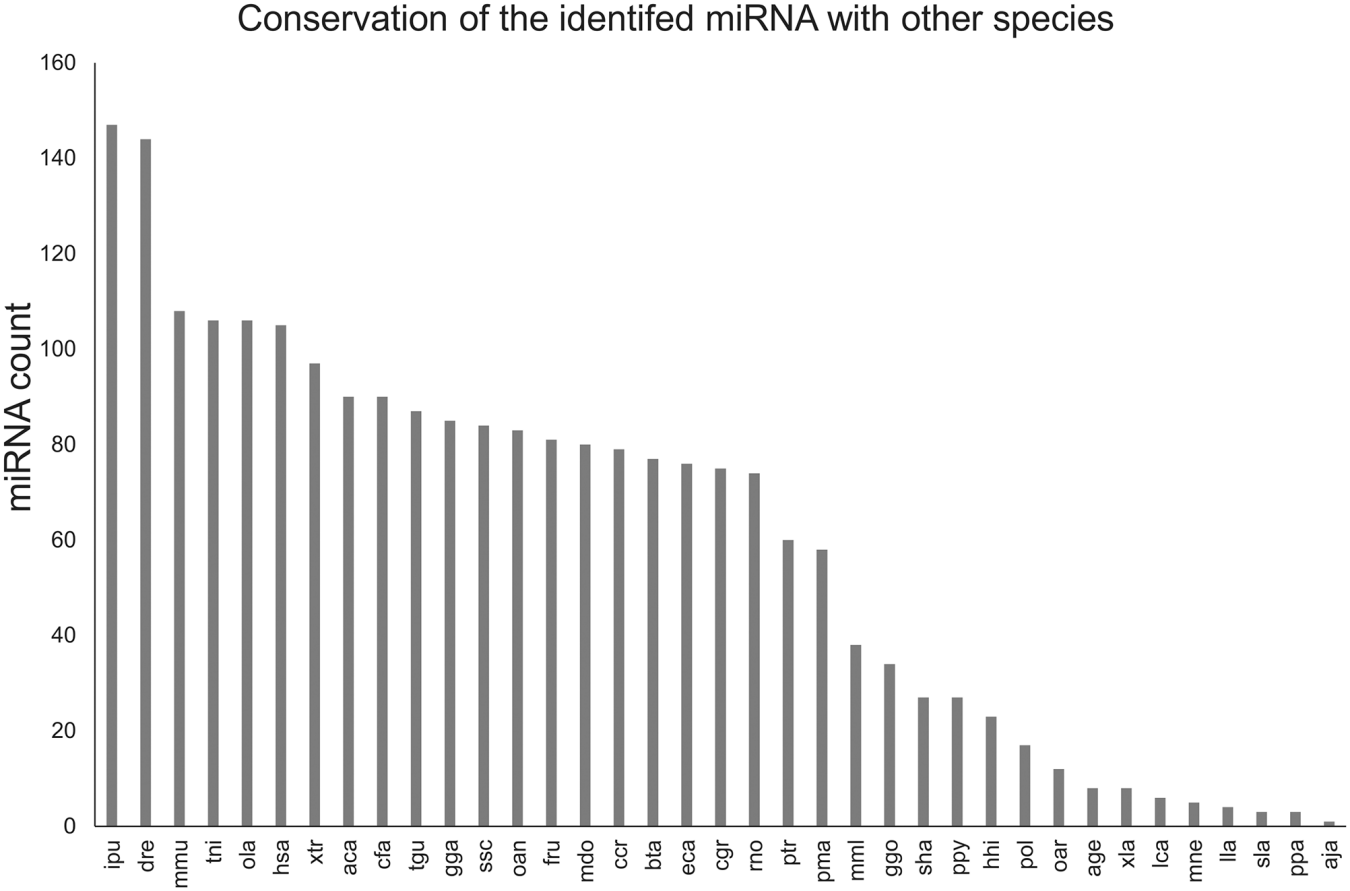
Conservation profile of the identified miRNA. The frequency of identified miRNAs is calculated by mapping with 37 species (horizontal axis) in miRbase, and the miRNA counts are shown on the vertical axis.

### Identification of putative novel miRNAs

Following the identification of conserved miRNAs, the unannotated sequences were matched to *P*. *olivaceus* genomes [42] and analysed using RNAfold software. Consequently, 64 putative novel miRNAs were identified (S13 Table), and the hairpin structures formed by the precursor sequences of four novel miRNAs are illustrated in Fig 6.

**Fig 6:**
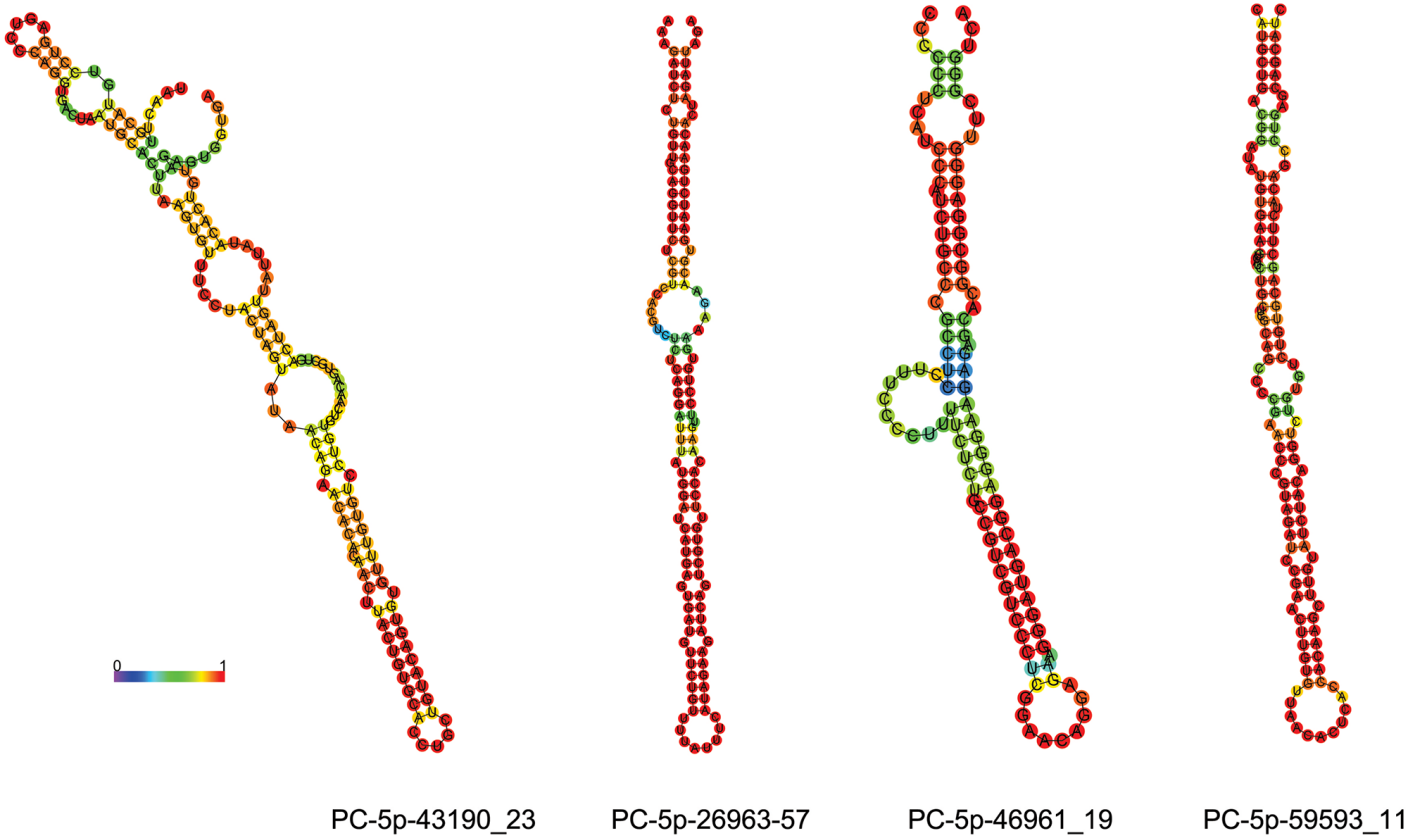
The illustration of four novel miRNAs in *P*. *olivaceus*. The secondary structures formed by four novel miRNA precursors are illustrated by RNAfold. The colour bar represents base-pair probabilities from 0 (blue) to 1 (red).

### miRNA differential expression profiles

By combining the conserved and novel miRNAs, a total of 475 miRNAs were identified. The subsequent differential expression revealed 33 significantly differentially expressed miRNAs in albino versus normally pigmented *P*. *olivaceus* (fold change ≥1.5 or ≤0.67 and p≤0.05), including 13 up-regulated miRNAs and 20 down-regulated miRNAs (Table 2).

**Table 2:** Differential expression of miRNAs in albino and normal Japanese flounder (p<0.05).

Index	miRNA name	miRNA sequence	up/down (PO_alb vs PO_con)	fold change (PO_alb vs PO_con)	pvalue (t_test)	PO_con (mean)	PO_alb (mean)
1	dre-miR-25-3p	CATTGCACTTGTCTCGGTCTGA	up	1.70	4.22E-02	10,546	17,961
2	hsa-miR-205-5p_R+2	TCCTTCATTCCACCGGAGTCTGTT	up	1.79	3.23E-02	527	942
3	hsa-miR-27a-3p_R+1	TTCACAGTGGCTAAGTTCCGCG	up	2.55	3.75E-03	11	28
4	mmu-miR-143-5p_R+2	GGTGCAGTGCTGCATCTCTGGTC	up	1.93	4.19E-02	78	151
5	oan-miR-139-3p_R-1_1ss8AC	TGGAGACCCAGCTCTGTTGGA	up	2.42	4.09E-02	20	48
6	ola-miR-30c_1ss21AG	TGTAAACATCCTACACTCTCGGC	up	1.61	3.33E-02	1,262	2,031
7	ola-miR-99_R-1	CAAGCTCGCCTCTGTGGGTCT	up	2.75	3.08E-02	283	778
8	PC-5p-46961_19	CCCCTTTTCTCTGCCGTCGTCCC	up	1.98	4.45E-02	10	20
9	PC-5p-59593_11	GGACCCGTAGATCCGAACTTGT	up	2.60	1.66E-02	7	19
10	pol-miR-199a-5p_R+1	CCCAGTGTTCAGACTACCTGTTC	up	2.71	2.91E-02	129,672	351,541
11	tni-miR-205	TCCTTCATTCCACCGGAGTCTG	up	1.82	4.64E-02	60,815	110,934
12	xtr-miR-222_R-1	AGCTACATCTGGCTACTGGGTCT	up	1.94	3.53E-02	3,066	5,950
13	xtr-miR-92a_R+4	TATTGCACTTGTCCCGGCCTGTTTT	up	2.41	2.84E-02	370	893
14	dre-miR-18b-5p_1ss11TC	TAAGGTGCATCTAGTGCAGATA	down	0.39	6.23E-03	127	50
15	dre-miR-202-5p_R-1	TTCCTATGCATATACCTCTTT	down	0.07	1.37E-02	13	1
16	dre-miR-203b-3p_L-1R+2_1ss11CT	TGAAATGTTTAGGACCACTTGAT	down	0.67	3.87E-02	90	60
17	dre-miR-204-5p_L+1	TTTCCCTTTGTCATCCTATGCCT	down	0.20	3.73E-02	358	70
18	dre-miR-204-5p_R+2	TTCCCTTTGTCATCCTATGCCTGT	down	0.30	8.67E-03	61	18
19	dre-miR-20a-3p_2ss7GA11GA	ACTGCAATGTAAGCACTTGAAG	down	0.54	3.79E-02	88	47
20	dre-miR-26a-5p_R-1_1ss21CT	TTCAAGTAATCCAGGATAGGT	down	0.48	3.89E-02	632	302
21	dre-miR-9-3p_R+1	TAAAGCTAGATAACCGAAAGTA	down	0.38	3.35E-02	10	4
22	hhi-miR-26_R+1	TTCAAGTAATCCAGGATAGGCT	down	0.55	2.92E-02	31,645	17,508
23	oan-miR-16b-5p_1ss22GA	TAGCAGCACGTAAATATTGGTA	down	0.38	3.00E-02	39	15
24	ola-miR-106a_R+2	TAAAGTGCTTACAGTGCAGGTAG	down	0.43	2.68E-02	1,524	649
25	ola-miR-135b_R+3	TATGGCTTTTTATTCCTACGTG	down	0.21	2.39E-02	55	11
26	ola-miR-16	TAGCAGCACGTAAATATTGGC	down	0.47	6.27E-03	6,999	3,285
27	ola-miR-205_L-1R+1_1ss20TA	GATTTCAGTGGTGTGAAGAGTA	down	0.57	4.18E-02	257	146
28	PC-5p-26963_57	TATGGATCATGAGTGATGTTCT	down	0.45	1.15E-02	24	11
29	PC-5p-43190_23	TAACAGAACACACAACTTACTG	down	0.60	3.46E-02	15	9
30	pma-miR-1c-3p_1ss2GT	TTGAATGTAAAGAAGTATGTAC	down	0.43	3.62E-02	74	32
31	tni-miR-135b_R+1	TATGGCTTTTTATTCCTATCTGA	down	0.19	3.14E-02	35	7
32	tni-miR-15a_R-1	TAGCAGCACGGAATGGTTTGT	down	0.46	4.88E-02	9,843	4,536
33	tni-miR-16_R-1	TAGCAGCACGTAAATATTGGA	down	0.43	3.59E-02	11,582	4,964

A heat map based on the miRNA differential expression pattern (Fig 7) showed two clusters of miRNAs, 13 up-regulated miRNAs and 20 down-regulated miRNAs. Further clustering revealed that two sub-clusters were identified within the down-regulated miRNAs: one contained 7 miRNAs, and the other contained 13 miRNAs (Fig 7). Additionally, the up-regulated miRNAs also contained two sub-clusters, one consisting of 3 miRNAs and the other consisting of 10 miRNAs (Fig 7).

**Fig 7:**
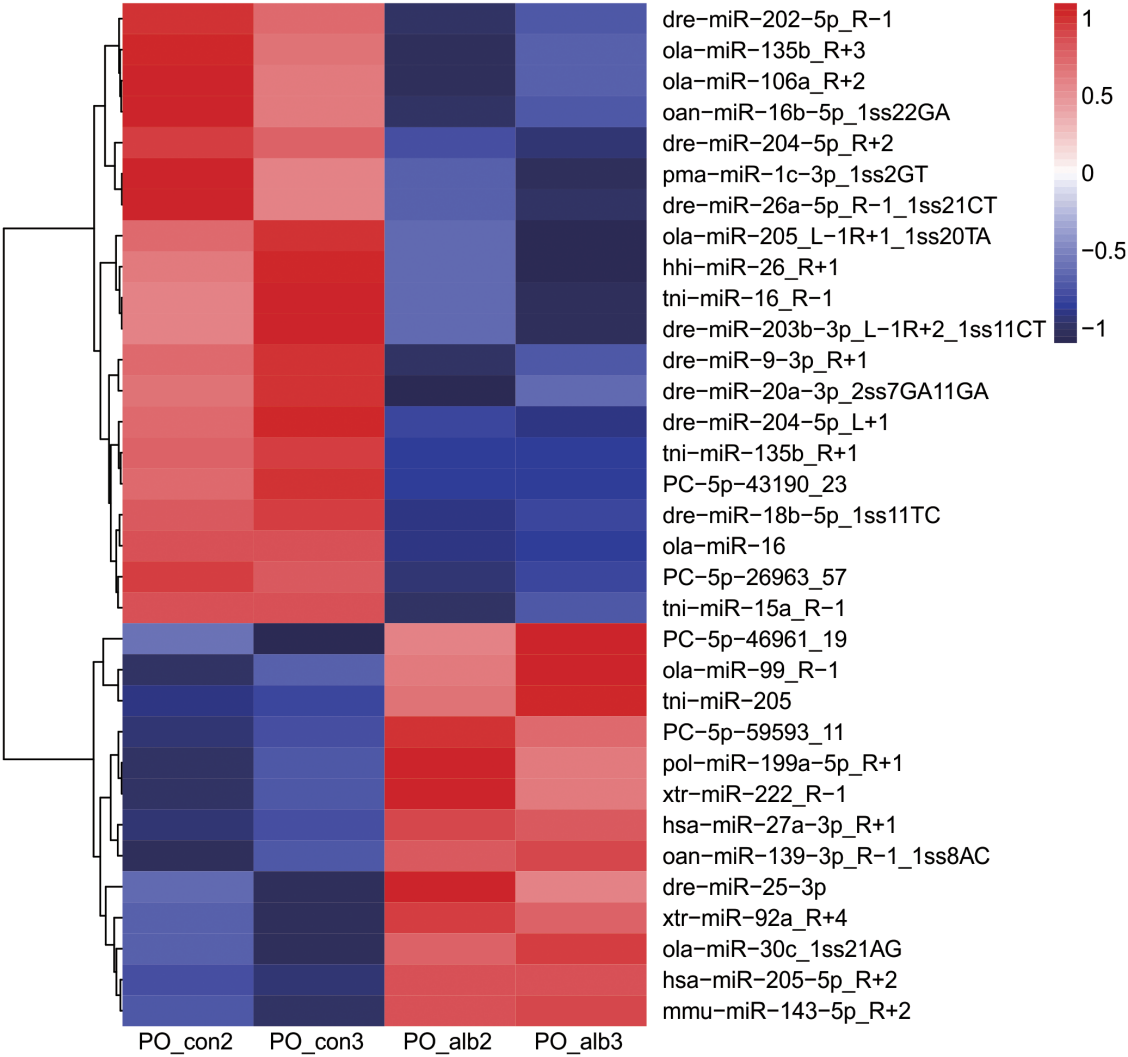
Clustering of expression patterns of 33 differentially expressed miRNAs. The expression patterns of 33 differentially expressed miRNAs (p<0.05) in the PO_con2, PO_con3, PO_alb2, and PO_alb3 libraries are displayed in a pheatmap. Each column represents one library, and the colour bar indicates relative expression level from high (red) to low (green).

### Real-time quantitative RT-PCR

To validate the expression patterns of the miRNAs, qRT-PCR was utilized to detect the expression of 10 randomly selected miRNAs in which both up-regulated and down-regulated miRNAs were included. The three up-regulated miRNAs were pol-miR-199a-5p_R+1, mmu-miR-143-5p_R+2 and PC-5p-59593_11. The seven down-regulated miRNAs were tni-miR-16_R-1, ola-miR-26_R+1, ola-miR-16, dre-miR-18b-5p_1ss11TC, ola-miR-106a_R+2, dre-miR-26a-5p_R-1_1ss21CT and dre-miR-204-5p_L+1. These results verified the similar expression pattern trends of all 10 miRNAs between qRT-PCR and miR-seq (Fig 8), although there were slight differences in fold-change.

**Fig 8:**
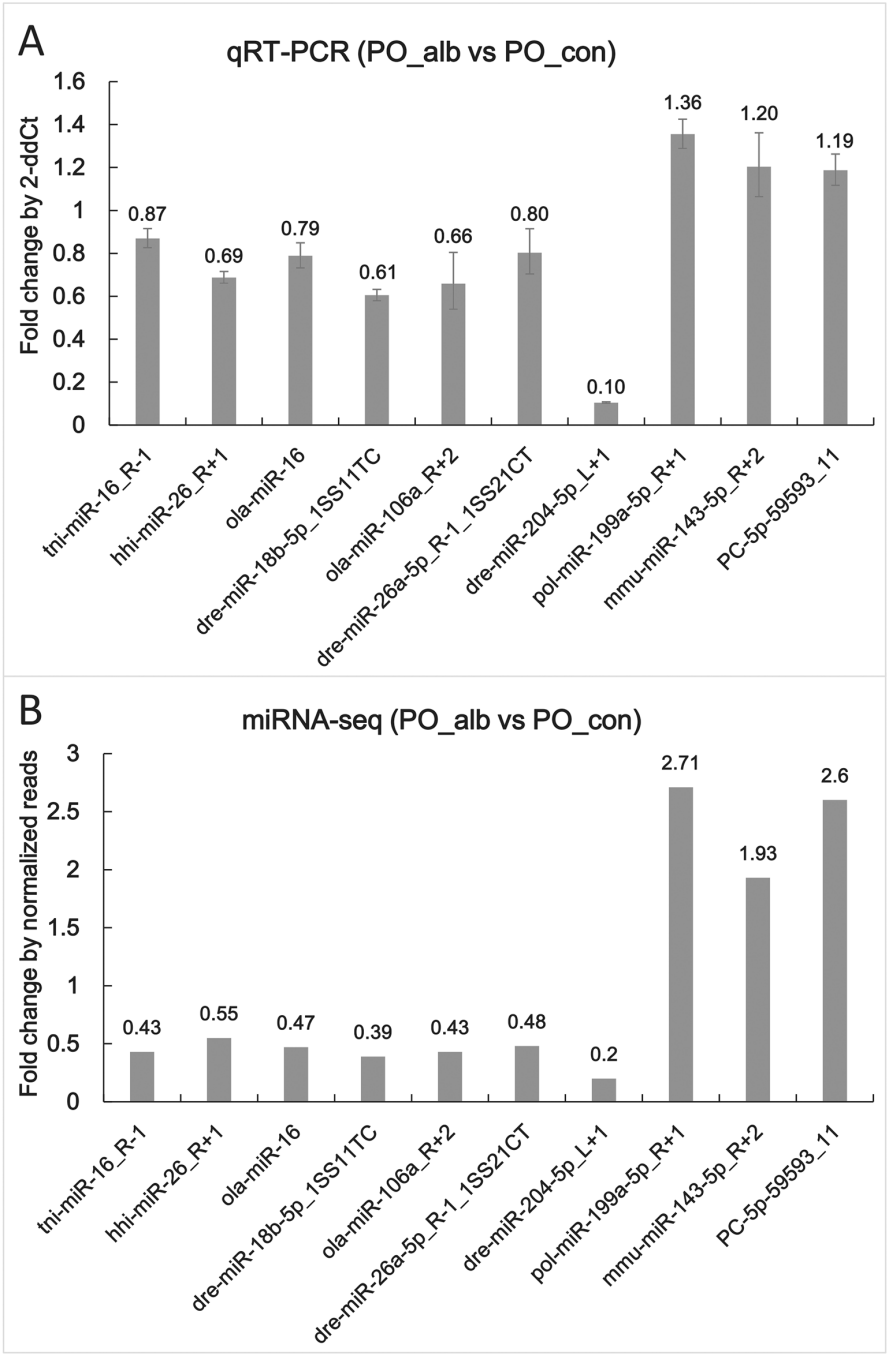
The expression levels of 10 randomly selected miRNAs in qRT-PCR and miRNA-seq. The expression fold changes of 10 *P*. *olivaceus* miRNAs in PO_alb versus PO_con detected by poly (A)-tailed qRT-PCR and high-throughput sequencing are shown in A and B, respectively. In qRT-PCR analysis, 5s rRNA expression levels were used for the internal control, and values are indicated as means ± standard error (SE) derived from triplicate experiments.

### Target prediction for significantly differentially expressed miRNAs and function analysis

To provide clues for the possible roles of 33 differentially expressed miRNAs, target prediction analysis was conducted by TargetScan 6.2 and miRanda algorithms. These algorithms identified 14655 putative target genes, including genes that participate in the trafficking of melanosomes such as melanophilin (MELPH) and melanotransferrin (MFI2); genes coding various proteins involved in melanin synthesis such as TYR, TYRP1, TYRP2, MC1R, and tyrosine 3-monooxygenase (TH); and melanocyte-specific transcription factors such as MITF, transcription factor 7-like 2 (TCF7L2), and paired box protein Pax-3-B (PAX3B) [7].

To further interpret the possible physiological processes and pathways regulated by these identified miRNAs, their putative target genes were subjected to GO term and KEGG pathway analysis. GO term analysis indicated that a total of 254 out of the 7263 clustered GO terms were significantly enriched (p<0.001) (S14 Table). The top 20 enriched terms were mainly involved in biological processes (translation, rRNA processing, electron transport chain, calcium-independent cell-cell adhesion via plasma membrane cell-adhesion molecules), cellular components (mitochondrion, mitochondrial inner membrane, ribosome, nucleus, nucleus, nucleolus, extracellular complex) and molecular functions (sequence-specific DNA binding, sequence-specific DNA binding transcription factor activity, structural constituent of ribosome, electron carrier activity, olfactory receptor activity, hormone activity, RNA binding, pyridoxal phosphate binding, DNA binding, GTPase activity) (Fig 9A).

**Fig 9:**
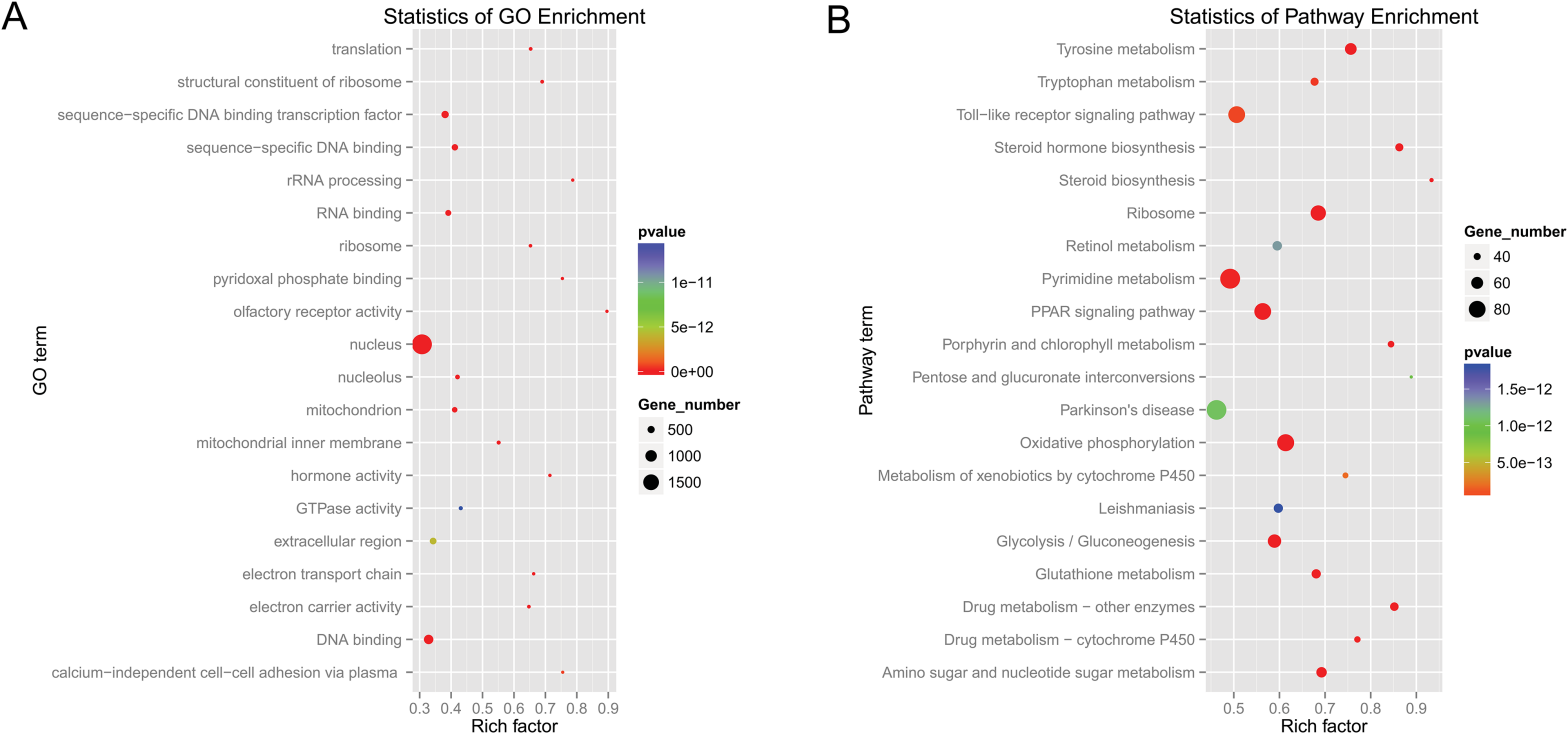
The top 20 enriched GO terms (A) and KEGG pathways (B). Gene number: number of target genes in each term or pathway. Rich factor: the ratio of the number of target genes divided by the number of all the genes in each term or pathway.

Using KEGG pathway analysis, 14655 predicted genes were grouped into 256 pathways. Of these 256 pathways, 103 pathways were significantly enriched (p<0.001) (S15 Table), including tyrosine metabolism, PPAR signalling pathways, lysosomes, and phototransduction. The top 20 enriched pathway terms are shown in Fig 9B.

Based on these results, the relevant miRNA-GO-network and miRNA-KEGG-network were finally generated. For instance, for tyrosine metabolism, TYR was regulated by pma-miR-1c-3p-1ss2GT; TYRP1 was regulated by dre-miR-203b-3p_L-1R+2_1SS11CT; TYRP2 was regulated by dre-miR-203B-3P_L-1R+2_1SS11CT and mmu-miR-143-5p_R+2; tyrosine 3-monooxygenase (TY3H) was regulated by ola-miR-30C_1ss21AG, dre-miR-204-5p_L+1, dre-miR-204-5p_R+2, ola-miR-16, tni-miR-16_R-1, oan-miR-16b-5p_1ss22GA, tni-miR-15a_R-1; and L-amino-acid oxidase (OXLA) was targeted by ola-miR-16, tni-miR-16_R-1, oan-miR-16b-5p_1ss22GA, tni-miR-15a_R-1, and PC-5p-43190_23 (Fig 10). Tyrosine metabolism interested us due to its indispensable role in melanin biosynthesis and because its disorder has been associated with albinism in mammals [45].

**Fig 10:**
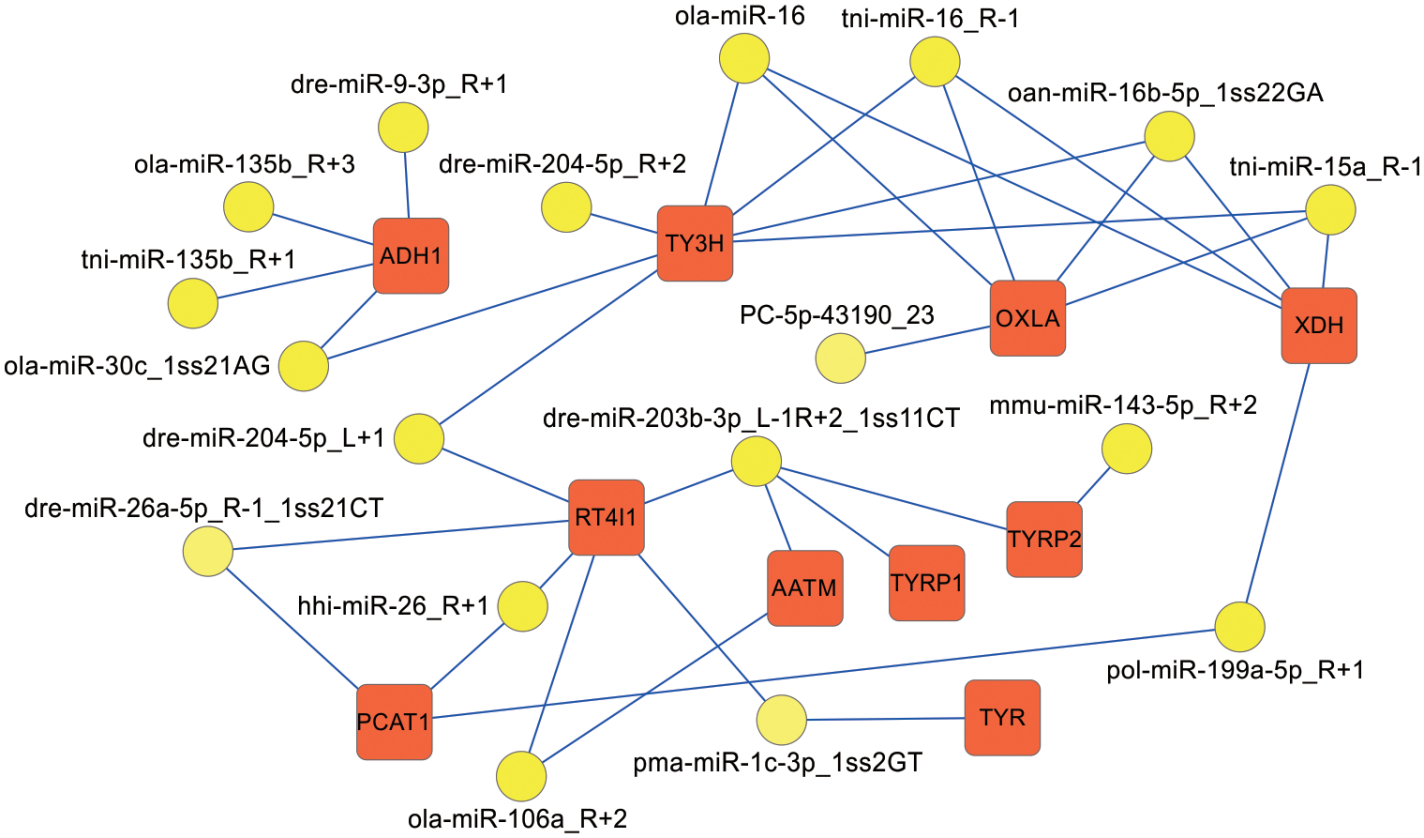
A proposed network of putative interactions between miRNAs and mRNAs in tyrosine metabolism. The regulation network of miRNAs and mRNAs involved in tyrosine metabolism is illustrated by Cytoscape. Yellow ellipses represent miRNAs, and red rectangles indicate their target genes associated with tyrosine metabolism. Abbreviations of the genes are detailed in the text.

### The comparison of expression profiles between miRNA and the predicted miRNA targets

Based on the genes information derived from RNA-seq and miRNA targeted mRNAs in miRNA-seq, 133 predicted target genes were also found to be changed in albinism versus normal skin tissue (S16 Table). 

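Table S16 holds 133 distinct gene IDs in 134 entries, of which 123 were tested here. In albino skin 72 of them fell, 12 rose and 39 did not pass the test (96 lower and 27 higher when adjusted over the list alone). The list is an overlap with the study's own calls on these libraries. Its counts, also when adjusted over the list alone, are not independent evidence of direction or of a change. Too few counts for the test were seen for 10 IDs, 1 of them with no read in any library. Of the pigmentation related genes in the list, MITF, GCH1, XDH, TYR, TYRP1 and EDNRB passed the test, while MC1R and WNT7B did not. BMP1 and TBX19 were not tested, and their mean RPKM was 0.377 and 0.585 in normal fish. The 84 genes called became 37 without PO_con2, 55 without PO_con3, 51 without PO_alb2 and 45 without PO_alb3. The miRNA libraries behind the prediction of targets were not analysed here.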

A series of pigmented related genes including MITF, MC1R, GCH1, XDH, BMP1, TRY, TYRP1, EDNRB, TBX19, and WNT7B were contained. Further, the comparison of expression profiles between miRNA and the predicted miRNA targets revealed that 206 mRNA-miRNA pairs changed in the same direction and 130 mRNA-miRNA pairs changed in the opposite direction (S17 Table).

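The directions of the miRNAs are the paper's, since only the mRNA libraries were analysed here. Of the 336 pairs of Table S17, 203 have a gene that was called here. Of these 203 pairs, 122 changed in the same direction and 81 in the opposite direction. By the paper's table the 130 opposite pairs hold 77 genes, and 50 of these were called here. Among the 336 pairs of the table, 80 join a lower mRNA with a higher miRNA and 50 a higher mRNA with a lower miRNA. XDH appears with 1 higher and 1 lower miRNA in the paper's table. GCH1 GS_005902 appears with 2 higher miRNAs and GCH1 GS_013228 with 2 lower ones.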

## Discussion

In this study, we have identified and investigated the expression profile of mRNAs and miRNAs from albino and normally pigmented *P*. *olivaceus*. By introducing the genome sequences of *P*. *olivaceus* as a reference, 22,498 genes containing 711 new genes and 475 miRNAs containing 64 novel miRNAs were obtained. Compared with previous fish studies, this is the largest number of miRNAs identified from a single experiment [34–38]. To date, there are 20 miRNAs known in *P*. *olivaceus* based on miRbase 21.0, derived from the miRNA libraries of the metamorphosis period [37]. The high conservation of the known 411 detected miRNAs with 37 other species’ miRNAs in miRBase 21.0 suggested the conservation of miRNA sequences in the evolution process of different species [46]. On the other hand, 316 out of 411 (76.89%) miRNAs showed differences including base deletion or addition or base substitution, which also revealed the diversity of miRNAs in different species. Additionally, the identifications of 711 novel genes and 64 novel miRNAs are important supplements to *P*. *olivaceus* genome [42] and the known pool of 1044 miRNAs of fish [47].

The expression profile of mRNA and miRNAs was further investigated to gain insight into their possible roles in *P*. *olivaceus* albinism. By comparison with previous pigmentation related genes, at least 30 genes exhibiting down-regulated expression pattern were screened in differentially expressed genes of RNA-seq. As the major enzymes participated in mammals albinism [7], TYR, TYRP1, OCA2 and SLC45A2 also exhibited down regulation in albino pigmented *P*. *olivaceus* individuals. 

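TYR, which catalyses the first steps of melanin synthesis, had a normalized count of 51.9 ± 13.8 (SD, n = 3) in normal and 1.63 ± 2.04 (SD, n = 3) in albino fish. TYRP1, an enzyme of eumelanin synthesis, was measured for a pair of gene IDs. The count of GS_012029 was 299 ± 57.9 (SD, n = 3) in normal and 10.0 ± 4.31 (SD, n = 3) in albino fish. That of GS_009038 was 295 ± 37.1 (SD, n = 3) and 9.48 ± 11.7 (SD, n = 3), a log2 fold change of -4.89 (SE 0.56, adjusted p = 0.0065 from edgeR's quasi-likelihood test) that was -6.68 without PO_alb1. OCA2, a membrane protein of melanosomes, fell from 21.7 ± 8.49 (SD, n = 3) to 1.42 ± 0.528 (SD, n = 3), a log2 fold change of -3.82 (SE 0.57, adjusted p = 0.024). SLC45A2, a transporter of melanosomes, had counts of 35.9 ± 10.9 (SD, n = 3) and 5.91 ± 3.46 (SD, n = 3). Its log2 fold change of -2.62 (SE 0.49, adjusted p = 0.064) did not pass the test, and it was lower in 3 of 3 albino fish than in every normal fish. The call of OCA2 was lost when any library except PO_con2 was left out (adjusted p = 0.069 to 0.12), and that of TYR without PO_alb2 (0.052). SLC45A2 was called by DESeq2 (adjusted p = 8e-04), and over all alternatives its adjusted p ranged from 1e-04 to 0.28.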

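GPR21 (GS_002614), an orphan receptor, had a normalized count of 73.8 ± 8.81 (SD, n = 3) in normal and 12.8 ± 4.65 (SD, n = 3) in albino fish. Its log2 fold change was -2.52 (SE 0.30, adjusted p = 0.0087 from edgeR's quasi-likelihood test). GPR61 (GS_010316), another orphan receptor, fell from 31.9 ± 4.57 (SD, n = 3) to 7.59 ± 2.27 (SD, n = 3), a log2 fold change of -2.07 (SE 0.33, adjusted p = 0.035). The call of GPR21 was lost without PO_con2 (adjusted p = 0.055) and that of GPR61 without any 1 of the 6 libraries (0.071 to 0.15). GPR143 has no gene ID in the paper's tables and was not analysed here.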

Although no differential expression of GPR143 was observed as in mammals’ albinism [48], the identification of other G-protein coupled receptor including GPR21 and GPR61 may imply their possible involvement in fish albinism. 

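EDNRB, the endothelin receptor of pigment cell precursors, has 2 gene IDs in Table 1, and both fell in albino skin. GS_012647 fell from a normalized count of 427 ± 57.0 (SD, n = 3) to 169 ± 47.5 (SD, n = 3), a log2 fold change of -1.33 (SE 0.22, adjusted p = 0.039 from edgeR's quasi-likelihood test). GS_018359 fell from 573 ± 81.3 (SD, n = 3) to 268 ± 19.6 (SD, n = 3), a log2 fold change of -1.10 (SE 0.15, adjusted p = 0.017). GCH1, GTP cyclohydrolase 1, has 4 gene IDs, all of which fell. GS_005903 had 960 counts in the normal and 0 in the albino libraries and was at least 282-fold lower in albino (adjusted p = 0.0025). GS_013228 had 631 and 3 counts, a ratio of 185 with a counting interval of 63.1 to 901 (95%, Clopper-Pearson), and an adjusted p of 4e-04. GS_008748 fell from 820.0 ± 279.7 (SD, n = 3) to 2.19 ± 1.08 (SD, n = 3). GS_005902 fell from 1078 ± 437 (SD, n = 3) to 3.15 ± 2.97 (SD, n = 3), a log2 fold change of -8.49 (SE 0.53, adjusted p = 4e-04) that was -9.42 without PO_alb3. Of 3 keratin genes in Table S5, 2 fell and 1 did not pass (3 lower when adjusted over the list alone). Of the paralogs of KRT13, a keratin, GS_018838 fell from 120.2 ± 9.28 (SD, n = 3) to 30.6 ± 7.18 (SD, n = 3), a log2 fold change of -1.96 (SE 0.22, adjusted p = 0.0058). GS_014679, at 29992 ± 8809 (SD, n = 3) and 10816 ± 2718 (SD, n = 3), had a log2 fold change of -1.47 (SE 0.29, adjusted p = 0.076) that did not pass. Both IDs of TYRP1 passed the test. The calls of EDNRB were lost without any library except PO_alb1 for GS_012647 (adjusted p = 0.061 to 0.18) and without PO_con2 or any albino library for GS_018359 (0.069 to 0.10). Reads shared between paralogs were not examined, since the files hold counts per gene.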

Among the overlapped genes, more than one paralogs of EDNRB, GCH1, KRT13, and TYRP1 were observed in *P*. *olivaceus*, which is consistent with the duplication of pigmentation genes in fish [49, 50].

Although a large number of miRNAs have been identified in the melanocyte biology of mammals [51], the amount of miRNA in fish pigmentation has rarely been studied [32]. The present study discovered 33 differentially expressed miRNAs in albino versus normally pigmented *P*. *olivaceus*, which suggested that miRNAs may also be involved in flatfish pigmentation. In addition, the miRNAs identified in this study have shed light on potential regulatory mechanisms of fish pigmentation deficiency. For example, miR-25 has been identified as an important regulator of pigmentation by targeting MITF in alpaca (*Lama pocos*) [21]; the homologue of miR-25 (dre-miR-25-3p) was also detected in *P*. *olivaceus*, with 1.70-fold up-regulation in albino skin. Additionally, the putative target genes of dre-miR-25-3p contains pax3b, a key transcription factor involved in melanocytes [9] and MC1R, a G protein-coupled receptor involved in regulating mammalian skin and hair colour [51].

Interaction networks between miRNAs, target genes and transcription factors are critical for an appropriate balance of gene expression in the melanocytes of mammals [52]. The target gene prediction of 33 differentially expressed miRNAs in the present study revealed 14655 putative target genes. The overlapped genes list of these targeted genes and differentially expressed genes in RNA-seq, as well as the mRNA-miRNA pairs exhibited opposite expression profiles, both provided important clues for further research. One of these putative target genes, MC1R, a G protein-coupled receptor located on the plasma membrane of melanocytes, has been reported to be involved in regulating mammalian skin and hair colour by binding to adrenocorticotropic hormone (ACTH) and melanocyte-stimulating hormone (MSH) [51]. 

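MC1R (GS_007378) had 92 counts in the 3 normal and 12 in the 3 albino libraries. Its normalized count was 27.9 ± 9.96 (SD, n = 3) in normal and 4.06 ± 3.49 (SD, n = 3) in albino fish. The log2 fold change was -2.70 (SE 0.55), or -3.61 without PO_alb1, and each albino fish had a lower count than each normal fish. The adjusted p was 0.094 from edgeR's quasi-likelihood test, which did not pass, and 0.0038 from DESeq2. Over all alternatives the adjusted p ranged from 0.0031 to 0.39.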

In *P*. *olivaceus*, MC1R mRNA exhibited 2.7759 log2FoldChange down-regulation in albino skin. And it was predicted to be the target gene of 10 miRNAs, five of which showed up-regulated expression pattern. As a key transcription factor in regulating melanocytes, MITF has been predicted to be an important target gene for numerous miRNAs in mammals’ pigmentation [20–23]. Our study also suggested that 3 miRNAs including one up-regulated miRNAs targeted MITF in *P*. *olivaceus*, and its mRNA correspondingly decreased by 6.6756 log2FoldChange in albino skin. 

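MITF (GS_002043), a transcription factor of melanin synthesis genes, had 113 counts in the 3 normal libraries and 1 count in the 3 albino libraries, that of PO_alb1. The ratio was 99.6, with a counting interval of 17.5 to 3967 (95%, Clopper-Pearson), at an adjusted p of 0.0086 from edgeR's quasi-likelihood test. The normalized count was 34.1 ± 13.8 (SD, n = 3) in normal fish. The mean RPKM was 1.93 in normal and 0.0177 in albino fish. MITF GS_002043 stayed past the threshold when each of the 6 libraries was left out in turn. Over all alternatives its adjusted p ranged from 1.5e-06 to 0.079, and among the fits without 2 libraries its call was lost without PO_con1 and PO_alb1 (0.079) and without PO_con3 and PO_alb3 (0.0713), the latter chosen after seeing the data.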

Mutations in MELPH, which is known as a downstream gene regulated by MITF, result in the dilute coat colour phenotype in dogs and cats [53–55]. In this study, MELPH was identified as a potential target of 2 miRNAs. Another target gene, TY3H, is responsible for the conversion from the amino acid L-tyrosine to L-3,4-dihydroxyphenylalanine (L-DOPA), which is the substrate for melanin synthesis [56, 57]. There have been 5 miRNAs identified that regulate TY3H in *P*. *olivaceus*.

As a phenomenon of mass depigmentation on the ocular side, albinism was also observed and investigated in other flatfish, such as turbot (*Scophthmlmus maximus*), Southern flounder (*Paralichthys lethostigma*) and Summer flounder (*Paralichthys dentatus*). Many factors, including light and nutritional factors, have been suggested to influence the occurrence of flatfish albinism [58–60]. The feeding of diets deficient in vitamin A, docosahexaenoic acid (DHA) and phospholipids will inhibit the rhodopsin production in the retina of flatfish, which will further lead to the interruption of melanin synthesis [61]. In the present study, several phospholipid-related pathways including glycosylphosphatidylinositol and glycerophospholipid metabolism were significantly enriched, which suggested an intrinsic correlation between phospholipid metabolism and abnormal pigmentation in *P*. *olivaceus*. In invertebrates and lower vertebrates, light first activates melanopsin-expressing retinal ganglion cells, which then initiate a neuro-endocrine circuit that regulates melanin dispersion/aggregation in skin melanophores through the secretion of α-melanocyte stimulating hormone (α-MSH) [62–65]. In the present study, the phototransduction pathway was significantly enriched, including the Green-sensitive opsin-4 (OPSG4), which was targeted by 2 miRNAs: dre-miR-26a-5p_L-1_1ss21CT and hhi-miR-26_R+1. Another gene, Blue-sensitive opsin (OPSB), was targeted by 4 miRNAs: dre-miR-26a-5p_L-1_1ss21CT, hhi-miR-26_R+1, xtr-miR-222_R-1, and ola-miR-106a_R+2. These results suggest the important role of the phototransduction pathway in the pigmentation of *P*. *olivaceus*.

Previous research has revealed that lysosomes share common precursors and endosomal pathways with melanosomes [66, 67], which implied that the regulation network involved in lysosomes would eventually affect melanosome biogenesis. In the present study, the observation of significant enrichment in the lysosome pathways in KEGG analysis further indicates the close relevance between lysosomes and melanosome biogenesis. The enrichment of the peroxisome proliferator-activated receptor (PPAR) signalling pathway interested us because PPARs have been shown to inhibit melanocyte growth and stimulate melanogenesis through a connection with α-MSH [67–69].

Taken together, these results provide novel insight into the albinism mechanism of *P*. *olivaceus*. The quantitative mRNA/miRNA data, network and pathway information presented here offer a solid starting point for the elucidation of detailed functions of mRNAs and miRNAs in fish albinism.

In conclusion, we constructed six cDNA libraries and six small RNA libraries of skin tissues from three albinos and three normally pigmented individuals of *P*. *olivaceus*. As a result of sequencing and data treatment, a total of 22,498 genes including 711 new genes, and a total of 475 miRNAs including 64 novel miRNAs were both identified. A total of 235 genes and 33 miRNAs exhibited differential expression patterns in albino versus normally pigmented *P*. *olivaceus*. The differentially expressed genes were significantly enriched in Folate biosynthesis, Melanogenesis, and Neuroactive ligand-receptor interaction pathways. The subsequent *in silico* analysis predicted 14655 putative target genes, of which a variety of genes related to melanin metabolism interested us, including MITF, TYR, MC1R, TYRP1, TYRP2, TY3H, and MELPH. The GO and KEGG analyses revealed that these target genes were significantly enriched in 254 GO terms and 103 pathways. The network mapping of albinism-related miRNAs and their target genes will serve as substantial clues for future research on the mechanism of pigmentation deficiency in *P*. *olivaceus*.

## Supporting information

S1 Fig Error rate distribution along reads in six libraries of RNA-seq.

S2 Fig The pearson correlation between samples in RNA-seq.

S3 Fig The FastQC analysis before and after trimming in six small RNA libraries.

S4 Fig The correlation analysis in six small RNA libraries.

S1 Table Species priority from vertebrate subdivision mapped to miRBase 21.0.

S2 Table Primers used for qRT-PCR of genes.

S3 Table Primers used for qRT-PCR of microRNAs.

S4 Table The summary information of RNA-seq reads.

S5 Table The differentially expressed genes between PO_alb and PO_con (p≤0.05).

S6 Table The GO term enrichment for differentially expressed genes in RNA-seq (p≤0.05).

S7 Table The KEGG pathway enrichment for differentially expressed genes in RNA-seq (p≤0.05).

S8 Table Overview of reads from raw data to cleaned sequences in miRNA-seq.

S9 Table 31 unique miRNAs mapping to Japanese flounder miRNA/pre-miRNAs in miRbase and the pre-miRNAs further map to genome & EST.

S10 Table 240 unique miRNAs mapping to selected species (except for Japanese flounder) miRNAs/pre-miRNAs in miRbase and the pre-miRNAs further mapping to the genome & EST.

S11 Table 75 unique miRNAs mapping to selected species (except for Japanese flounder) miRNAs/pre-miRNAs in miRbase, while only miRNA not pre-miRNAs mapping to the genome.

S12 Table 65 unique miRNAs mapping to selected species (except for Japanese flounder) miRNAs/pre-miRNAs in miRbase, but both pre-miRNA and miRNA do not map to the genome.

S13 Table 64 novel unique miRNAs which do not map to selected pre-miRNAs in miRbase, but the reads map to genome & the extended genome sequences from genome may form hairpins.

S14 Table The significant enrichment of GO terms for target genes of miRNAs (p≤0.001).

S15 Table The significant enrichment of KEGG pathways for target genes of miRNAs (p≤0.001).

S16 Table The overlapped genes between differentially expressed genes in RNA-seq and miRNAs’ predicted target genes in miRNA-seq.

S17 Table The comparison of expression profiles between miRNAs and the predicted mRNA targets in PO_alb versus PO_con.

# Supplementary material for: The integrated analysis of RNA-seq and microRNA-seq depicts miRNA-mRNA networks involved in Japanese flounder (Paralichthys olivaceus) albinism
**Source:** PLoS One. 2017 Aug 4;12(8):e0181761. doi: 10.1371/journal.pone.0181761
**Supplement:** S1 Table

S1 Table. Species priority from vertebrate subdivision mapped to miRBase 21.0.

Class	Organism	Common Name	3 letter name
Pisces	Paralichthys olivaceus	Olive flounder	pol
Pisces	Danio rerio	Zebrafish	dre
Pisces	Ictalurus punctatus	channel catfish	ipu
Pisces	Oryzias latipes	Japanese killifish	ola
Pisces	Cyprinus carpio	Common carp	ccr
Pisces	Tetraodon nigroviridis	Tetraodon Pufferfish	tni
Pisces	Fugu rubripes	Fugu Pufferfish	fru
Pisces	Hippoglossus hippoglossus	Atlantic halibut	hhi
Mammalia	Homo sapiens	Human	hsa
Mammalia	Mus musculus	Mouse	mmu
Mammalia	Bos taurus	Cow	bta
Mammalia	Pongo pygmaeus	Orangutan	ppy
Mammalia	Pan troglodytes	Common Chimpanzee	ptr
Mammalia	Macaca mulatta	Rhesus Monkey	mml
Mammalia	Monodelphis domestica	Gray Short-tailed Opossum	mdo
Mammalia	Rattus norvegicus	Rat	rno
Mammalia	Ornithorhynchus anatinus	Platypus	oan
Mammalia	Equus caballus	Horse	eca
Mammalia	Canis familiaris	Dog	cfa
Mammalia	Gorilla gorilla	Gorilla	ggo
Mammalia	Sus scrofa	Pig	ssc
Mammalia	Cricetulus griseus	Chinese Hamster	cgr
Mammalia	Ovis aries	Sheep	oar
Mammalia	Pan paniscus	Pygmy Chimpanzee	ppa
Mammalia	Macaca nemestrina	Pig-tailed macaque	mne
Mammalia	Sarcophilus harrisii	Tasmanian devil	sha
Mammalia	Ateles geoffroyi	Spider monkey	age
Mammalia	Lagothrix lagotricha	Woolly monkey	lla
Mammalia	Saguinus labiatus	White-lipped Tamarin	sla
Mammalia	Artibeus jamaicensis	Mexican fruit bat	aja
Mammalia	Lemur catta	Ring-tailed Lemur	lca
Mammalia	Pygathrix bieti	Black snub-nosed monkey	pbi
Mammalia	Symphalangus syndactylus	Siamang	ssy
Mammalia	Macropus eugenii	Tammar wallaby	meu
Aves	Gallus gallus	Chicken	gga
Aves	Taeniopygia guttata	Zebra Finch	tgu
Amphibia	Xenopus tropicalis	Pipid Frog	xtr
Amphibia	Xenopus laevis	Frog	xla
Agnathostomata	Petromyzon marinus	Petromyzon marinus	pma
	Anolis carolinensis	Carolina anole	aca

# Supplementary material for: The integrated analysis of RNA-seq and microRNA-seq depicts miRNA-mRNA networks involved in Japanese flounder (Paralichthys olivaceus) albinism
**Source:** PLoS One. 2017 Aug 4;12(8):e0181761. doi: 10.1371/journal.pone.0181761
**Supplement:** S2 Table

S2 Table. Primers used for qRT-PCR of genes.

primers	sequences (5'-3')
fabp2-F	CCGCTCACGACAACCTCAAGAT
fabp2-R	ATCTGCAAGGCTGTACTCGAATGT
glrk-F	CTGGTGGCTGTTTGCTCTAATGC
glrk-R	TCCTGGTTGGCGAGGTCTTCA
hspa8-F	ACAAGAACCAGACAGCAGAGAAGG
hsp8-R	AACCACCAGGCATCCCACCA
gch1-F	ATGCGAGGCGTCCAGAAGATG
gch1-R	TGCTGTGAAAGGGTCAAGAACTCT
novel00096-F	GCTGCTACTGAGGCTAAGAGACG
novle00096-R	GGAACCTGTGCTGATGTCATTGTG
pmel-F	GCGAGTGCCAGAGTCAGTGTA
pmel-R	CAACAGACGACACAGGCGAGAA
tnem130-F	TCTCCTTCATCGCAGTCATCGC
tnem130-R	GAATCGCACTCTGGTCGTCTGA
tyr-F	GAGTTCCTGACGCCATACCTCG
tyr-R	CCACTTCCTCCTCGCAACAACA
tyrp1-F	ACAACCTGGCACATCTCTTCCT
tyrp1-R	ACTCTGTCTCCTCAACCATTTCATCA
wnt7b-F	GCGGTTCAAGTGGAGCCTGT
wnt7b-R	CGTGTCCCTCCTCGCAGTAGTTG

# Supplementary material for: The integrated analysis of RNA-seq and microRNA-seq depicts miRNA-mRNA networks involved in Japanese flounder (Paralichthys olivaceus) albinism
**Source:** PLoS One. 2017 Aug 4;12(8):e0181761. doi: 10.1371/journal.pone.0181761
**Supplement:** S3 Table

S3 Table. Primers used for qRT-PCR of microRNAs.

miRNAs	primer sequences (5'-3')
tni-miR-16_R-1	GGCTAGCAGCACGTAAATATTGGA
hhi-miR-26_R+1	GGCTTCAAGTAATCCAGGATAGGCT
ola-miR-16	GGCTAGCAGCACGTAAATATTGGC
dre-miR-18b-5p_1ss11TC	GCCTAAGGTGCATCTAGTGCAGATA
ola-miR-106a_R+2	GCTAAAGTGCTTACAGTGCAGGTAG
dre-miR-26a-5p_R-1_1ss21CT	CGCGTTCAAGTAATCCAGGATAGGT
dre-miR-204-5p_L+1	CCTTTCCTTTGTCATCCTATGCCT
pol-miR-199a-5p_R+1	CCCCAGTGTTTCAGACTACCTGTTC
mmu-miR-143-5p_R+2	GCAGTGCTGCATCTCTGGTC
PC-5p-59593_11	GGACCCGTAGATCCGAACCTTGT
5s rRNA	GCTTACGGCCATACCACCCT

# Supplementary material for: The integrated analysis of RNA-seq and microRNA-seq depicts miRNA-mRNA networks involved in Japanese flounder (Paralichthys olivaceus) albinism
**Source:** PLoS One. 2017 Aug 4;12(8):e0181761. doi: 10.1371/journal.pone.0181761
**Supplement:** S5 Table

**S5 Table. The differentially expressed genes between PO\_alb and PO\_con (p≤0.05).**

| Gene_id    | readcount<br>PO_alb | readcount<br>PO_con | log2FC  | pval     | padj     | gene description                                                                       |
|------------|---------------------|---------------------|---------|----------|----------|----------------------------------------------------------------------------------------|
| GS_001665  | 0                   | 7.951319            | Inf     | 0.00023  | 0.02402  | DLGP2_MOUSE Disks large-associated protein 2 Dlgap2                                    |
| GS_005670  | 0                   | 9.378123            | Inf     | 4.83E-05 | 0.0062   | EZRI_HUMAN Ezrin EZR                                                                   |
| GS_014569  | 0                   | 9.507661            | Inf     | 4.57E-05 | 0.00591  | HMOX2_RAT Heme oxygenase 2 Hmox2                                                       |
| GS_001664  | 0                   | 9.712871            | Inf     | 3.47E-05 | 0.00462  | CYTSA_CHICK Cytospin-A SPECC1L                                                         |
| GS_019678  | 0                   | 11.42221            | Inf     | 6.67E-06 | 0.00105  | NHRF3_RAT Na(+)/H(+) exchange regulatory cofactor NHE-RF3 Pdzk1                        |
| GS_010503  | 0                   | 11.20372            | Inf     | 6.06E-06 | 0.00098  |                                                                                        |
| GS_003950  | 0                   | 36.61633            | Inf     | 3.09E-06 | 0.00054  | S13A5_HUMAN Solute carrier family 13 member 5 SLC13A5                                  |
| GS_019288  | 0                   | 25.51627            | Inf     | 1.04E-11 | 4.09E-09 | S23A1_MOUSE Solute carrier family 23 member 1 Slc23a1                                  |
| GS_011397  | 0                   | 27.60594            | Inf     | 1.39E-12 | 6.14E-10 | MC5R_PANTR Melanocortin receptor 5 MC5R                                                |
| GS_005903  | 0                   | 284.3595            | Inf     | 2.06E-18 | 1.65E-15 | GCH1_HUMAN GTP cyclohydrolase 1 GCH1                                                   |
| GS_000806  | 0                   | 101.0247            | Inf     | 3.59E-21 | 3.25E-18 |                                                                                        |
| GS_000805  | 0                   | 55.58731            | Inf     | 5.38E-22 | 5.60E-19 |                                                                                        |
| GS_000807  | 0.432359            | 521.7506            | -10.237 | 1.14E-77 | 2.37E-73 |                                                                                        |
| GS_011014  | 0.759496            | 834.1087            | -10.101 | 1.63E-11 | 6.28E-09 |                                                                                        |
| GS_013312  | 1.058333            | 500.5233            | -8.8855 | 2.01E-13 | 9.51E-11 | DFP_MANSE Putative defense protein Hdd11-like                                          |
| GS_011013  | 2.722316            | 1179.75             | -8.7594 | 4.27E-16 | 2.69E-13 | HEBP2_HUMAN Heme-binding protein 2 HEBP2                                               |
| GS_020687  | 0.96726             | 381.9457            | -8.6252 | 1.95E-16 | 1.31E-13 | TM130_HUMAN Transmembrane protein 130 TMEM130                                          |
| GS_008748  | 2.159115            | 803.6782            | -8.54   | 7.31E-23 | 8.45E-20 | GCH1_HUMAN GTP cyclohydrolase 1 GCH1                                                   |
| GS_005902  | 3.114906            | 1056.709            | -8.4062 | 1.71E-17 | 1.18E-14 | GCH1_RAT GTP cyclohydrolase 1 Gch1                                                     |
| Novel00024 | 15.73442            | 3120.104            | -7.6315 | 5.00E-12 | 2.04E-09 |                                                                                        |
| GS_020150  | 0.640124            | 122.8345            | -7.5841 | 1.37E-22 | 1.50E-19 | KINH_RAT Kinesin-1 heavy chain Kif5b                                                   |
| Novel00023 | 1.308547            | 240.4501            | -7.5216 | 4.63E-50 | 4.82E-46 |                                                                                        |
| GS_013228  | 1.072483            | 187.5607            | -7.4503 | 1.08E-15 | 6.61E-13 | GCH1_HUMAN GTP cyclohydrolase 1 GCH1                                                   |
| GS_007330  | 0.745346            | 111.0871            | -7.2196 | 6.15E-33 | 1.07E-29 | NCKX3_HUMAN Sodium/potassium/calcium exchanger 3 SLC24A3                               |
| Novel00307 | 3.126376            | 373.3751            | -6.9    | 1.71E-13 | 8.27E-11 |                                                                                        |
| GS_006908  | 1.920371            | 219.4224            | -6.8362 | 3.14E-13 | 1.45E-10 | PLPL2_HUMAN Patatin-like phospholipase domain-containing protein 2 PNPLA2              |
| GS_008590  | 5.388033            | 562.8665            | -6.7069 | 4.05E-09 | 1.16E-06 | FICA_AGKHB Salmorin subunit A                                                          |
| GS_002043  | 0.327137            | 33.44125            | -6.6756 | 5.47E-09 | 1.54E-06 | MITF_MOUSE Microphthalmia-associated transcription factor Mitf                         |
| GS_003739  | 4.588768            | 456.8645            | -6.6375 | 3.12E-12 | 1.35E-09 | BDH_MOUSE D-beta-hydroxybutyrate dehydrogenase, mitochondrial Bdh1                     |
| GS_001154  | 2.799239            | 252.6781            | -6.4961 | 1.06E-36 | 3.14E-33 | KINH_HUMAN Kinesin-1 heavy chain KIF5B                                                 |
| GS_002818  | 0.654274            | 58.31492            | -6.4778 | 7.91E-09 | 2.14E-06 | S6A11_RAT Sodium- and chloride-dependent GABA transporter 3 Slc6a11                    |
| GS_018011  | 4.565765            | 402.1071            | -6.4606 | 1.97E-28 | 2.74E-25 | GTR11_HUMAN Solute carrier family 2, facilitated glucose transporter member 11 SLC2A11 |

|            |          |          |         |          |          |             |                                                                      |
|------------|----------|----------|---------|----------|----------|-------------|----------------------------------------------------------------------|
| GS_007124  | 3.035303 | 266.3156 | -6.4552 | 7.74E-22 | 7.67E-19 | SPRE_XENLA  | Sepiapterin reductase spr                                            |
| GS_007057  | 0.327137 | 28.5148  | -6.4457 | 3.32E-10 | 1.11E-07 | S41A2_CHICK | Solute carrier family 41 member 2 SLC41A2                            |
| GS_020470  | 9.043201 | 750.6705 | -6.3752 | 8.34E-18 | 5.99E-15 | TT39B_XENTR | Tetratricopeptide repeat protein 39B ttc39b                          |
| GS_005953  | 0.432359 | 33.98929 | -6.2967 | 1.02E-13 | 5.03E-11 | PHOS_MOUSE  | Phosducin Pdc                                                        |
| Novel00653 | 0.864718 | 59.51106 | -6.1048 | 3.38E-14 | 1.76E-11 |             |                                                                      |
| GS_007052  | 16.76795 | 988.6148 | -5.8816 | 7.78E-14 | 3.95E-11 | DYR_SHV21   | Viral dihydrofolate reductase DHFR                                   |
| GS_003590  | 3.976944 | 210.2207 | -5.7241 | 1.28E-06 | 0.00025  | PMEL_CHICK  | Melanocyte protein PMEL PMEL                                         |
| GS_015726  | 4.542825 | 236.5917 | -5.7027 | 3.39E-43 | 2.35E-39 | RFT2_SALSA  | Riboflavin transporter 2 r rft2                                      |
| GS_001157  | 0.640124 | 29.92103 | -5.5467 | 2.88E-11 | 1.05E-08 | ABP1_RAT    | Amiloride-sensitive amine oxidase [copper-containing] Abp1           |
| GS_005047  | 4.204218 | 193.1395 | -5.5217 | 4.05E-15 | 2.28E-12 | PLIN2_BOVIN | Perilipin-2 PLIN2                                                    |
| GS_014478  | 0.327137 | 12.77179 | -5.2869 | 9.75E-06 | 0.00152  | TBX19_CANFA | T-box transcription factor TBX19 TBX19                               |
| GS_001546  | 3.976944 | 137.5623 | -5.1123 | 0.00022  | 0.02347  | OSTCN_SPAAU | Osteocalcin bglap                                                    |
| GS_020975  | 1.610064 | 50.89513 | -4.9823 | 1.31E-15 | 7.81E-13 | TYRO_ORYLA  | Tyrosinase tyr                                                       |
| GS_009038  | 9.327824 | 289.2796 | -4.9548 | 2.79E-40 | 1.16E-36 | TYRP1_HUMAN | 5,6-dihydroxyindole-2-carboxylic acid oxidase TYRP1                  |
| GS_010733  | 4.813363 | 145.2044 | -4.9149 | 1.45E-30 | 2.15E-27 | RDH11_MOUSE | Retinol dehydrogenase 11 Rdh11                                       |
| GS_007143  | 7.979508 | 240.0816 | -4.9111 | 1.38E-37 | 4.80E-34 | ADA2B_DANRE | Alpha-2B adrenergic receptor adra2b                                  |
| GS_016824  | 0.312987 | 9.342832 | -4.8997 | 0.00029  | 0.02924  | KACB_RAT    | Ig kappa chain C region, B allele                                    |
| GS_012029  | 9.905239 | 292.5663 | -4.8844 | 3.55E-33 | 6.72E-30 | TYRP1_BOVIN | 5,6-dihydroxyindole-2-carboxylic acid oxidase TYRP1                  |
| GS_000169  | 3.766499 | 106.9919 | -4.8281 | 6.44E-13 | 2.91E-10 | RGS8_DANRE  | Regulator of G-protein signaling 8 rgs8                              |
| GS_004712  | 12.51965 | 345.3098 | -4.7856 | 1.18E-41 | 6.12E-38 | F123A_HUMAN | Protein FAM123A FAM123A                                              |
| GS_017984  | 0.312987 | 8.626111 | -4.7845 | 0.00055  | 0.04891  | LIX1_CHICK  | Protein limb expression 1 LIX1                                       |
| GS_000623  | 3.083926 | 78.97306 | -4.6785 | 4.28E-07 | 9.10E-05 | HVCM_HETFR  | Ig heavy chain C region, membrane-bound form                         |
| GS_012545  | 5.823886 | 144.1497 | -4.6294 | 2.74E-26 | 3.57E-23 | K1C18_PROAT | Keratin, type I cytoskeletal 18 krt18                                |
| GS_003949  | 7.12283  | 163.5666 | -4.5213 | 7.24E-09 | 2.01E-06 | S47A1_DANRE | Multidrug and toxin extrusion protein 1 slc47a1                      |
| GS_017127  | 8.138649 | 176.0336 | -4.4349 | 2.22E-14 | 1.19E-11 | CCD18_HUMAN | Coiled-coil domain-containing protein 18 CCDC18                      |
| GS_014384  | 4.306761 | 92.26403 | -4.4211 | 3.81E-16 | 2.48E-13 | RETST_DANRE | Putative all-trans-retinol 13,14-reductase retsat                    |
| GS_019504  | 1.817829 | 38.3572  | -4.3992 | 3.53E-12 | 1.50E-09 | TRPC2_RAT   | Short transient receptor potential channel 2 Trpc2                   |
| GS_007375  | 4.213008 | 79.84825 | -4.2443 | 8.11E-19 | 7.04E-16 | S22A7_BOVIN | Solute carrier family 22 member 7 SLC22A7                            |
| GS_000869  | 14.69292 | 277.1858 | -4.2377 | 6.07E-34 | 1.26E-30 | MAR1_HUMAN  | Melanoma antigen recognized by T-cells 1 MLANA                       |
| GS_011724  | 17.27374 | 314.8135 | -4.1878 | 1.19E-34 | 2.76E-31 | KAP1_HUMAN  | cAMP-dependent protein kinase type I-beta regulatory subunit PRKAR1B |
| GS_013459  | 2.932761 | 51.79571 | -4.1425 | 2.95E-05 | 0.00401  | SIX3_CHICK  | Homeobox protein SIX3 SIX3                                           |
| GS_014376  | 1.803679 | 31.72671 | -4.1367 | 8.52E-08 | 2.06E-05 | S6A13_MOUSE | Sodium- and chloride-dependent GABA transporter 2 Slc6a13            |
| GS_013990  | 1.058333 | 17.52303 | -4.0494 | 2.63E-06 | 0.00047  | FSTL5_HUMAN | Follistatin-related protein 5 FSTL5                                  |
| GS_012501  | 1.058333 | 16.47145 | -3.9601 | 5.86E-06 | 0.00095  | BMP1_HUMAN  | Bone morphogenetic protein 1 BMP1                                    |
| GS_017193  | 1.39962  | 21.25818 | -3.9249 | 1.69E-06 | 0.00031  | P_PIG       | P protein Oca2                                                       |
| GS_000839  | 30.67226 | 448.7595 | -3.8709 | 9.72E-35 | 2.53E-31 | VIME_ONCMY  | Vimentin vim                                                         |
| GS_008733  | 5.271341 | 68.7828  | -3.7058 | 3.55E-15 | 2.05E-12 |             |                                                                      |

|            |          |          |         |          |          |                                                                                     |
|------------|----------|----------|---------|----------|----------|-------------------------------------------------------------------------------------|
| GS_014490  | 7.166093 | 91.58415 | -3.6758 | 5.59E-18 | 4.31E-15 | XDH_HUMAN Xanthine dehydrogenase/oxidase XDH                                        |
| GS_020483  | 44.4031  | 537.9631 | -3.5988 | 2.19E-32 | 3.50E-29 | LX15B_RAT Arachidonate 15-lipoxygenase B Alox15b                                    |
| GS_010033  | 1.504842 | 17.47724 | -3.5378 | 1.10E-05 | 0.00169  | ARL4C_MOUSE ADP-ribosylation factor-like protein 4C Arl4c                           |
| GS_020215  | 4.184709 | 44.96788 | -3.4257 | 2.79E-06 | 0.00049  | PO2F3_RAT POU domain, class 2, transcription factor 3 Pou2f3                        |
| GS_006323  | 11.31982 | 120.5895 | -3.4132 | 1.49E-18 | 1.24E-15 | DLRB2_BOVIN Dynein light chain roadblock-type 2 DYNLRB2                             |
| GS_006432  | 22.31251 | 234.4571 | -3.3934 | 8.17E-18 | 5.99E-15 | ADCY5_HUMAN Adenylate cyclase type 5 ADCY5                                          |
| GS_019698  | 2.770939 | 28.61049 | -3.3681 | 1.14E-07 | 2.71E-05 | MAP6_CHICK Microtubule-associated protein 6 homolog MAP6                            |
| GS_018288  | 2.35273  | 23.23004 | -3.3036 | 1.58E-06 | 0.0003   | MCHR2_MACFA Melanin-concentrating hormone receptor 2 MCHR2                          |
| GS_019585  | 2.665717 | 25.8945  | -3.28   | 7.92E-05 | 0.00942  | ENDD1_HUMAN Endonuclease domain-containing 1 protein ENDOD1                         |
| GS_020808  | 7.997151 | 76.89337 | -3.2653 | 2.76E-05 | 0.00384  | DCE1_HUMAN Glutamate decarboxylase 1 GAD1                                           |
| GS_002681  | 1.951351 | 18.31033 | -3.2301 | 1.22E-05 | 0.00185  | DRD5L_TAKRU D(5)-like dopamine receptor dl                                          |
| Novel00277 | 6.876046 | 62.79535 | -3.191  | 5.63E-05 | 0.00706  |                                                                                     |
| GS_020430  | 1.831979 | 16.65331 | -3.1843 | 3.54E-05 | 0.00467  | Y8948_DICDI Putative methyltransferase DDB_G0268948 DDB_G0268948                    |
| GS_014685  | 5.777943 | 52.01708 | -3.1704 | 1.10E-10 | 3.82E-08 | GTR9_HUMAN Solute carrier family 2, facilitated glucose transporter member 9 SLC2A9 |
| GS_015091  | 3.098076 | 26.82902 | -3.1143 | 5.87E-05 | 0.00727  | PI3R6_MOUSE Phosphoinositide 3-kinase regulatory subunit 6 Pik3r6                   |
| GS_002625  | 10.80973 | 92.73437 | -3.1008 | 0.00035  | 0.03402  | IL1B_ONCMY Interleukin-1 beta il1b                                                  |
| GS_014684  | 4.121936 | 32.90253 | -2.9968 | 1.53E-07 | 3.49E-05 | GTR9_PONAB Solute carrier family 2, facilitated glucose transporter member 9 SLC2A9 |
| Novel00559 | 14.39757 | 108.2886 | -2.911  | 2.23E-14 | 1.19E-11 |                                                                                     |
| GS_012394  | 16.78746 | 124.5129 | -2.8908 | 6.45E-08 | 1.58E-05 | TRY3_CHICK Trypsin II-P29                                                           |
| GS_000962  | 5.436657 | 38.26595 | -2.8153 | 1.36E-07 | 3.19E-05 | SPIR1_DANRE Protein spire homolog 1 spire1                                          |
| GS_013701  | 3.485306 | 24.51692 | -2.8144 | 1.56E-05 | 0.00228  | RASFA_HUMAN Ras association domain-containing protein 10 RASSF10                    |
| GS_007378  | 3.988414 | 27.31687 | -2.7759 | 2.22E-05 | 0.00317  | MSHR_CHICK Melanocyte-stimulating hormone receptor MC1R                             |
| GS_000153  | 4.392473 | 27.54853 | -2.6489 | 1.03E-05 | 0.00159  | NCAM2_HUMAN Neural cell adhesion molecule 2 NCAM2                                   |
| GS_016413  | 3.411063 | 21.09315 | -2.6285 | 6.74E-05 | 0.0082   | CA106_HUMAN Uncharacterized protein C1orf106 C1orf106                               |
| GS_012916  | 5.837222 | 35.13345 | -2.5895 | 4.89E-07 | 0.0001   | S45A2_MOUSE Membrane-associated transporter protein Slc45a2                         |
| GS_000622  | 18.59026 | 108.0145 | -2.5386 | 5.74E-12 | 2.30E-09 | MUCM ICTPU Ig mu chain C region membrane-bound form                                 |
| GS_000397  | 6.853106 | 39.47936 | -2.5263 | 2.70E-07 | 5.99E-05 | CNTN4_MOUSE Contactin-4 Cntn4                                                       |
| GS_002614  | 12.57445 | 72.26562 | -2.5228 | 5.32E-10 | 1.73E-07 | GPR21_HUMAN Probable G-protein coupled receptor 21 GPR21                            |
| GS_014714  | 22.41773 | 128.6525 | -2.5208 | 3.47E-06 | 0.00059  | XYLT1_PANTR Xylosyltransferase 1 XYLT1                                              |
| GS_016285  | 239.1776 | 1363.875 | -2.5116 | 1.54E-21 | 1.46E-18 | S10I ICTPU Ictacalcin                                                               |
| GS_021169  | 2.890312 | 16.36028 | -2.5009 | 0.00046  | 0.0425   | NSG2_HUMAN Neuron-specific protein family member 2 NSG2                             |
| GS_016151  | 3.259898 | 18.28687 | -2.4879 | 0.00024  | 0.02501  |                                                                                     |
| Novel00658 | 4.71961  | 26.05644 | -2.4649 | 3.87E-05 | 0.00503  |                                                                                     |
| GS_005871  | 4.170559 | 22.57227 | -2.4362 | 7.26E-05 | 0.00868  | REP15_HUMAN Rab15 effector protein REP15                                            |
| GS_018934  | 3.368614 | 18.11021 | -2.4266 | 0.00046  | 0.0429   | RGR_HUMAN RPE-retinal G protein-coupled receptor RGR                                |
| GS_017738  | 7.845986 | 40.82365 | -2.3794 | 1.04E-06 | 0.0002   | NPDC1_HUMAN Neural proliferation differentiation and control protein 1 NPDC1        |
| Novel00253 | 4.941525 | 25.54493 | -2.37   | 8.03E-05 | 0.0095   |                                                                                     |

|            |          |          |         |          |          |             |                                                                                    |             |
|------------|----------|----------|---------|----------|----------|-------------|------------------------------------------------------------------------------------|-------------|
| GS_006767  | 25.88451 | 128.3609 | -2.31   | 2.86E-11 | 1.05E-08 | ALK_MOUSE   | ALK tyrosine kinase receptor                                                       | Alk         |
| GS_007760  | 20.2313  | 96.4254  | -2.2528 | 0.00027  | 0.02735  | CP26C_HUMAN | Cytochrome P450 26C1                                                               | CYP26C1     |
| GS_013111  | 6.878725 | 32.47642 | -2.2392 | 2.80E-05 | 0.00385  | NSMA2_MOUSE | Sphingomyelin phosphodiesterase 3                                                  | Smpd3       |
| Novel00376 | 81.16629 | 382.6342 | -2.237  | 2.11E-09 | 6.28E-07 |             |                                                                                    |             |
| GS_008611  | 21.08001 | 98.59651 | -2.2257 | 1.12E-09 | 3.49E-07 | ADRB1_XENLA | Beta-1 adrenergic receptor                                                         | adrb1       |
| GS_016109  | 20.27195 | 93.37405 | -2.2035 | 6.09E-07 | 0.00012  | SCG3_MOUSE  | Secretogranin-3                                                                    | Scg3        |
| GS_004597  | 33.53328 | 154.3529 | -2.2026 | 2.66E-11 | 1.01E-08 | MREG_DANRE  | Melanoregulin                                                                      | mreg        |
| GS_005905  | 41.65073 | 191.2326 | -2.1989 | 5.80E-06 | 0.00095  | GILT_BOVIN  | Gamma-interferon-inducible lysosomal thiol reductase                               | IFI30       |
| GS_006243  | 46.06882 | 209.6656 | -2.1862 | 1.52E-05 | 0.00226  | S6A13_MACFA | Sodium- and chloride-dependent GABA transporter 2                                  | SLC6A13     |
| GS_021002  | 8.633781 | 39.2703  | -2.1854 | 8.05E-06 | 0.00126  | PNPH_HUMAN  | Purine nucleoside phosphorylase                                                    | PNP         |
| GS_021141  | 37.53072 | 169.4484 | -2.1747 | 4.76E-12 | 1.98E-09 | CXA5_CHICK  | Gap junction alpha-5 protein                                                       | GJA5        |
| GS_001783  | 12.06517 | 54.21062 | -2.1677 | 7.03E-07 | 0.00014  | KNG_ANAMI   | Kininogen (Fragments)                                                              |             |
| GS_009046  | 17.25429 | 76.74461 | -2.1531 | 1.44E-08 | 3.79E-06 | KIT_TAKRU   | Mast/stem cell growth factor receptor                                              | kit         |
| GS_008564  | 36.46248 | 160.9072 | -2.1417 | 5.05E-11 | 1.81E-08 | PRLR_CEREL  | Prolactin receptor                                                                 | PRLR        |
| GS_015155  | 18.90942 | 82.57596 | -2.1266 | 1.60E-08 | 4.16E-06 | PCDH9_HUMAN | Protocadherin-9                                                                    | PCDH9       |
| GS_007401  | 18.48673 | 79.84006 | -2.1106 | 4.29E-08 | 1.06E-05 | SPON1_HUMAN | Spondin-1                                                                          | SPON1       |
| GS_013586  | 34.09485 | 146.0954 | -2.0993 | 0.00043  | 0.04078  | RASEF_HUMAN | Ras and EF-hand domain-containing protein                                          | RASEF       |
| GS_011506  | 30.12589 | 128.0548 | -2.0877 | 3.47E-10 | 1.15E-07 | ARG33_HUMAN | Rho guanine nucleotide exchange factor 33                                          | ARHGEF33    |
| GS_006925  | 65.93585 | 275.9091 | -2.0651 | 1.66E-06 | 0.00031  | PGS1_CANFA  | Biglycan                                                                           | BGN         |
| GS_005244  | 7.792067 | 32.53383 | -2.0619 | 5.05E-05 | 0.00641  |             |                                                                                    |             |
| GS_010316  | 7.47908  | 31.22339 | -2.0617 | 5.45E-05 | 0.00688  | GPR61_MOUSE | Probable G-protein coupled receptor 61                                             | Gpr61       |
| GS_003202  | 9.871579 | 40.69411 | -2.0435 | 3.85E-05 | 0.00503  | CRFR1_CHICK | Corticotropin-releasing factor receptor 1                                          | CRHR1       |
| GS_008220  | 20.1216  | 79.23461 | -1.9774 | 1.15E-07 | 2.71E-05 | AHNK_HUMAN  | Neuroblast differentiation-associated protein                                      | AHNAK AHNAK |
| GS_018838  | 30.16915 | 117.719  | -1.9642 | 7.49E-09 | 2.05E-06 | K1C13_ONCMY | Keratin, type I cytoskeletal 13                                                    | krt13       |
| GS_020582  | 57.56468 | 222.0361 | -1.9475 | 1.08E-10 | 3.80E-08 | TRPM1_RAT   | Transient receptor potential cation channel subfamily M member 1                   | Trpm1       |
| Novel00096 | 242.7738 | 935.453  | -1.9461 | 8.12E-05 | 0.00955  |             |                                                                                    |             |
| GS_009135  | 26.91729 | 100.2918 | -1.8976 | 3.85E-08 | 9.78E-06 | PDE8B_HUMAN | High affinity cAMP-specific and IBMX-insensitive 3',5'-cyclic phosphodiesterase 8B |             |
| GS_015133  | 20.55664 | 76.22935 | -1.8907 | 3.37E-07 | 7.23E-05 | PRDC1_XENLA | Phosphoribosyltransferase domain-containing protein 1                              | prtfdc1     |
| GS_009601  | 12.49217 | 45.93848 | -1.8787 | 3.30E-05 | 0.00444  | PLD3A_DANRE | 1-phosphatidylinositol-4,5-bisphosphate phosphodiesterase delta-3-A                | plcd3a      |
| GS_018722  | 37.75956 | 138.3946 | -1.8739 | 3.27E-07 | 7.09E-05 |             |                                                                                    |             |
| GS_014594  | 23.51234 | 85.99608 | -1.8709 | 2.94E-07 | 6.44E-05 | FCAMR_MOUSE | High affinity immunoglobulin alpha and immunoglobulin mu Fc receptor               | Fcamr       |
| GS_015735  | 47.70114 | 172.5983 | -1.8553 | 1.71E-09 | 5.15E-07 | LMNA_XENLA  | Lamin-A                                                                            | lmna        |
| GS_016610  | 78.78176 | 282.223  | -1.8409 | 1.78E-10 | 6.09E-08 | PDE10_HUMAN | cAMP and cAMP-inhibited cGMP 3',5'-cyclic phosphodiesterase 10A                    | PDE10A      |
| GS_008205  | 39.50128 | 140.617  | -1.8318 | 6.48E-06 | 0.00103  | FXI1C_XENLA | Forkhead box protein I1c                                                           | foxi1c      |
| GS_021037  | 16.10221 | 57.24474 | -1.8299 | 0.00036  | 0.03427  | I17EL_HUMAN | Putative interleukin-17 receptor E-like                                            | IL17REL     |
| GS_011079  | 9.667309 | 34.01151 | -1.8148 | 0.00054  | 0.0485   | SDK2_MOUSE  | Protein sidekick-2                                                                 | Sdk2        |
| GS_005575  | 9.313738 | 32.65683 | -1.81   | 0.00013  | 0.01496  | NCF1_BOVIN  | Neutrophil cytosol factor 1                                                        | NCF1        |

|            |          |          |         |          |          |                                                                           |
|------------|----------|----------|---------|----------|----------|---------------------------------------------------------------------------|
| GS_005605  | 43.67028 | 151.0734 | -1.7905 | 2.17E-06 | 0.00039  | COEA1_MOUSE Collagen alpha-1(XIV) chain Col14a1                           |
| Novel00152 | 26.7023  | 91.01107 | -1.7691 | 5.02E-05 | 0.00641  |                                                                           |
| GS_017609  | 100.2169 | 332.3031 | -1.7294 | 5.80E-06 | 0.00095  | ENTP5_CHICK Ectonucleoside triphosphate diphosphohydrolase 5 ENTPD5       |
| GS_009156  | 13.22255 | 43.79131 | -1.7276 | 9.35E-05 | 0.01093  | FOXD2_XENLA Forkhead box protein D2 foxd2                                 |
| GS_012661  | 81.67476 | 270.4512 | -1.7274 | 1.49E-09 | 4.55E-07 | SOX10_CHICK Transcription factor SOX-10 SOX10                             |
| GS_021046  | 12.31538 | 40.64987 | -1.7228 | 0.00019  | 0.02056  | WNT7B_CHICK Protein Wnt-7b WNT7B                                          |
| GS_013840  | 22.75552 | 74.61966 | -1.7133 | 3.13E-06 | 0.00054  | FMN2_HUMAN Formin-2 FMN2                                                  |
| GS_003635  | 20.40361 | 66.03142 | -1.6943 | 1.82E-05 | 0.00264  | PDIA1_BOVIN Protein disulfide-isomerase P4HB                              |
| GS_016650  | 27.70322 | 87.15208 | -1.6535 | 3.17E-06 | 0.00054  | BAI3_MOUSE Brain-specific angiogenesis inhibitor 3 Bai3                   |
| GS_013618  | 50.197   | 157.0913 | -1.6459 | 1.39E-07 | 3.21E-05 | PRDM1_HUMAN PR domain zinc finger protein 1 PRDM1                         |
| GS_021359  | 95.20214 | 290.75   | -1.6107 | 3.71E-08 | 9.53E-06 | PANX3_MOUSE Pannexin-3 Panx3                                              |
| GS_018129  | 553.4878 | 1676.511 | -1.5988 | 4.62E-07 | 9.72E-05 | KCRB_HUMAN Creatine kinase B-type CKB                                     |
| GS_015243  | 48.87063 | 145.0143 | -1.5692 | 0.00022  | 0.02347  | VTCN1_RAT V-set domain-containing T-cell activation inhibitor 1 Vtcn1     |
| GS_003795  | 127.131  | 373.7051 | -1.5556 | 3.15E-05 | 0.00426  | PTC1_DANRE Protein patched homolog 1 ptch1                                |
| GS_015514  | 496.364  | 1438.544 | -1.5351 | 3.48E-05 | 0.00462  | COBA2_HUMAN Collagen alpha-2(XI) chain COL11A2                            |
| Novel00572 | 174.3427 | 503.6639 | -1.5305 | 1.23E-05 | 0.00186  |                                                                           |
| GS_017985  | 12.69033 | 36.59046 | -1.5277 | 0.00053  | 0.0476   | CCD42_BOVIN Coiled-coil domain-containing protein 42A CCDC42              |
| GS_019376  | 36.75521 | 105.5109 | -1.5214 | 6.17E-06 | 0.00099  | HS3SB_HUMAN Heparan sulfate glucosamine 3-O-sulfotransferase 3B1 HS3ST3B1 |
| GS_006912  | 19.46115 | 55.85013 | -1.521  | 0.00024  | 0.02439  | NTF7_DANRE Neurotrophin-7 ntf7                                            |
| GS_010330  | 124.9547 | 356.2072 | -1.5113 | 8.12E-09 | 2.17E-06 | CAH6_HUMAN Carbonic anhydrase 6 CA6                                       |
| GS_014863  | 18.42844 | 52.0318  | -1.4975 | 0.00035  | 0.03402  | NEU1A_HUMAN Neuralized-like protein 1A NEURL                              |
| GS_016931  | 40.33689 | 112.6337 | -1.4815 | 0.00047  | 0.04324  | TAC2N_HUMAN Tandem C2 domains nuclear protein TC2N                        |
| GS_016790  | 166.6288 | 462.6071 | -1.4731 | 4.06E-08 | 1.02E-05 | AHI1_HUMAN Jouberin AHI1                                                  |
| GS_014679  | 10648.78 | 29391    | -1.4647 | 0.00017  | 0.01874  | K1C13_ONCMY Keratin, type I cytoskeletal 13 krt13                         |
| GS_007694  | 73.15349 | 200.1317 | -1.452  | 2.70E-07 | 5.99E-05 | ALKMO_DANRE Alkylglycerol monooxygenase agmo                              |
| GS_001171  | 38.69591 | 105.7869 | -1.4509 | 1.53E-05 | 0.00226  | ST17A_RABIT Serine/threonine-protein kinase 17A STK17A                    |
| GS_004260  | 1226.725 | 3348.968 | -1.4489 | 0.00055  | 0.04891  | FYN_XIPHE Tyrosine-protein kinase Fyn fyn                                 |
| GS_002722  | 57.28891 | 153.5481 | -1.4224 | 2.01E-06 | 0.00036  | LAMB2_MOUSE Laminin subunit beta-2 Lamb2                                  |
| GS_014502  | 29.04007 | 77.51998 | -1.4165 | 7.01E-05 | 0.00849  | CDK15_DANRE Cyclin-dependent kinase 15 cdk15                              |
| GS_010852  | 44.20949 | 116.173  | -1.3938 | 1.78E-05 | 0.00259  | TM119_HUMAN Transmembrane protein 119 TMEM119                             |
| GS_018226  | 180.2463 | 456.9367 | -1.342  | 5.43E-07 | 0.00011  | ES1_HUMAN ES1 protein homolog, mitochondrial C21orf33                     |
| GS_012647  | 166.5968 | 418.1889 | -1.3278 | 1.12E-06 | 0.00022  | EDNRB_HUMAN Endothelin B receptor EDNRB                                   |
| GS_014776  | 31.102   | 76.87559 | -1.3055 | 0.00015  | 0.01621  | PCD10_HUMAN Protocadherin-10 PCDH10                                       |
| GS_016685  | 69.94283 | 160.3735 | -1.1972 | 7.12E-05 | 0.00856  | MSMB_PIG Beta-microseminoprotein MSMB                                     |
| GS_008156  | 108.119  | 247.3899 | -1.1942 | 2.50E-05 | 0.00351  | D2_DICDI cAMP-regulated D2 protein D2                                     |
| GS_013252  | 53.51169 | 122.1862 | -1.1912 | 0.00017  | 0.01841  | SATT_BOVIN Neutral amino acid transporter A SLC1A4                        |
| GS_003179  | 538.0699 | 1224.406 | -1.1862 | 1.58E-06 | 0.0003   |                                                                           |

|            |          |          |          |          |         |                                                                      |
|------------|----------|----------|----------|----------|---------|----------------------------------------------------------------------|
| GS_020906  | 76.43969 | 170.2609 | -1.1554  | 9.73E-05 | 0.01131 | BACE2_HUMAN Beta-secretase 2 BACE2                                   |
| GS_011190  | 138.667  | 308.6202 | -1.1542  | 6.12E-05 | 0.00754 | RPGP1_HUMAN Rap1 GTPase-activating protein 1 RAP1GAP                 |
| GS_014165  | 72.38483 | 160.5437 | -1.1492  | 0.00013  | 0.01444 | HHIP_HUMAN Hedgehog-interacting protein HHIP                         |
| GS_010295  | 387.5811 | 858.5141 | -1.1473  | 0.00034  | 0.03285 | MMP9_MOUSE Matrix metalloproteinase-9 Mmp9                           |
| GS_015779  | 127.813  | 282.9722 | -1.1466  | 2.07E-05 | 0.00297 | CA216_HUMAN UPF0500 protein C1orf216 C1orf216                        |
| GS_003876  | 40.54926 | 88.92702 | -1.1329  | 0.00044  | 0.04117 | PAX7_MOUSE Paired box protein Pax-7 Pax7                             |
| GS_015428  | 88.89908 | 190.3594 | -1.0985  | 0.00037  | 0.03517 | CNTFR_CHICK Ciliary neurotrophic factor receptor subunit alpha CNTFR |
| GS_018359  | 263.687  | 561.5324 | -1.0905  | 2.49E-05 | 0.00351 | EDNRB_CANFA Endothelin B receptor EDNRB                              |
| GS_008287  | 143.483  | 295.7553 | -1.0435  | 0.00026  | 0.02601 | PRSS35_HUMAN Inactive serine protease 35 PRSS35                      |
| GS_010021  | 178.1393 | 349.724  | -0.97321 | 0.00039  | 0.03748 | PHOP1_DANRE Probable phosphatase phospho1 phospho1                   |
| GS_008315  | 291.4098 | 569.3749 | -0.96633 | 0.00025  | 0.02507 | CTGF_PIG Connective tissue growth factor CTGF                        |
| GS_001946  | 151.6316 | 296.0781 | -0.96541 | 0.00053  | 0.04773 | MYO5A_HUMAN Myosin-Va MYO5A                                          |
| GS_005856  | 519.0089 | 988.4966 | -0.92948 | 0.00022  | 0.02329 | SPON1_CHICK Spondin-1 SPON1                                          |
| GS_009380  | 2184.317 | 4124.294 | -0.91697 | 0.00052  | 0.04692 | FRPA_NEIMB Iron-regulated protein frpA serogroup B frpA              |
| GS_015700  | 347.1862 | 177.6938 | 0.96632  | 0.00048  | 0.04383 | DMBT1_HUMAN Deleted in malignant brain tumors 1 protein DMBT1        |
| GS_012001  | 330.5612 | 169.006  | 0.96784  | 0.00021  | 0.02269 | PLIN2_HUMAN Perilipin-2 PLIN2                                        |
| GS_010268  | 359.7647 | 181.0233 | 0.99088  | 0.0002   | 0.02125 | VGFAA_DANRE Vascular endothelial growth factor A-A vegfaa            |
| GS_000538  | 242.3605 | 119.756  | 1.0171   | 0.00026  | 0.02601 | CP2J2_HUMAN Cytochrome P450 2J2 CYP2J2                               |
| GS_020318  | 38280.86 | 18843.51 | 1.0226   | 0.00026  | 0.02631 | DESM_CANFA Desmin DES                                                |
| GS_016447  | 1082.05  | 532.0736 | 1.0241   | 0.00013  | 0.01478 | FA8A1_HUMAN Protein FAM8A1 FAM8A1                                    |
| GS_002994  | 452.2278 | 218.9195 | 1.0466   | 0.00011  | 0.01236 | SAMP_MESAU Serum amyloid P-component APCS                            |
| GS_018185  | 224.4158 | 108.3004 | 1.0511   | 0.00033  | 0.0326  | DSCAM_HUMAN Down syndrome cell adhesion molecule DSCAM               |
| GS_011788  | 1622.507 | 775.9816 | 1.0641   | 0.00034  | 0.03285 |                                                                      |
| GS_006756  | 220.2531 | 102.7698 | 1.0997   | 0.00013  | 0.0149  | CF162_HUMAN UPF0708 protein C6orf162 C6orf162                        |
| GS_002188  | 193.7795 | 90.27409 | 1.102    | 0.00012  | 0.01401 | AQP7_MOUSE Aquaporin-7 Aqp7                                          |
| GS_018739  | 878.7827 | 408.9483 | 1.1036   | 0.00038  | 0.03652 | EPD_CYPKA Ependymin epd                                              |
| GS_003073  | 55213.96 | 25616.33 | 1.108    | 0.00053  | 0.0476  | HSP7C_RAT Heat shock cognate 71 kDa protein Hspa8                    |
| Novel00681 | 91.3119  | 41.68308 | 1.1313   | 0.0005   | 0.04585 |                                                                      |
| GS_017957  | 638.6058 | 287.0637 | 1.1536   | 5.85E-06 | 0.00095 | SXT2_TAKPA Saxitoxin and tetrodotoxin-binding protein 2 psbp2        |
| GS_002995  | 286.9177 | 128.6611 | 1.1571   | 5.71E-05 | 0.00712 | CRP_RAT C-reactive protein Crp                                       |
| GS_009938  | 143.7901 | 61.7035  | 1.2205   | 0.0001   | 0.0117  | DHB14_BOVIN 17-beta-hydroxysteroid dehydrogenase 14 HSD17B14         |
| GS_015381  | 720.1119 | 304.6461 | 1.2411   | 2.74E-05 | 0.00383 | MT21C_BOVIN Methyltransferase-like protein 21C METTL21C              |
| GS_006488  | 104.8874 | 44.36897 | 1.2412   | 0.00026  | 0.02631 | P2RY8_CHICK P2Y purinoceptor 8 P2RY8                                 |
| GS_007314  | 1520.171 | 603.0046 | 1.334    | 1.62E-06 | 0.0003  | GRN_HUMAN Granulins GRN                                              |
| GS_011843  | 273.7297 | 105.1519 | 1.3803   | 8.79E-07 | 0.00017 | GNS_MOUSE N-acetylglucosamine-6-sulfatase Gns                        |
| GS_009020  | 86.26458 | 32.67895 | 1.4004   | 0.0001   | 0.01196 | GROA_BOVIN Growth-regulated protein homolog alpha                    |
| GS_011555  | 1985.88  | 734.3907 | 1.4352   | 3.19E-06 | 0.00054 | LYSC_PAROL Lysozyme C                                                |

|           |          |          |        |          |          |                                                                      |
|-----------|----------|----------|--------|----------|----------|----------------------------------------------------------------------|
| GS_010525 | 49.83009 | 18.1153  | 1.4598 | 0.00041  | 0.03902  | FABPI_PIG Fatty acid-binding protein, intestinal FABP2               |
| GS_006200 | 44.03189 | 15.75119 | 1.4831 | 0.00044  | 0.04135  | GRM3_RAT Metabotropic glutamate receptor 3 Grm3                      |
| GS_009467 | 129.992  | 45.10918 | 1.5269 | 1.47E-05 | 0.00221  | TNNT2_CHICK Troponin T, cardiac muscle isoforms TNNT2                |
| GS_002131 | 772.4685 | 265.5339 | 1.5406 | 1.10E-09 | 3.45E-07 | MSTN1_XENLA Musculoskeletal embryonic nuclear protein 1 mustn1       |
| GS_007697 | 38.96027 | 12.63197 | 1.6249 | 0.00024  | 0.02443  | SOSD1_MOUSE Sclerostin domain-containing protein 1 Sostdc1           |
| GS_010174 | 5231.999 | 1558.213 | 1.7475 | 6.56E-05 | 0.00803  | LYG_PAROL Lysozyme g                                                 |
| GS_006975 | 3661.067 | 865.7575 | 2.0802 | 2.78E-09 | 8.15E-07 | GLRK_RANBE Probable glutamate receptor                               |
| GS_017925 | 177.8423 | 40.07039 | 2.15   | 0.00015  | 0.01607  | CATL_SARPE Cathepsin L                                               |
| GS_004023 | 24.26654 | 5.355341 | 2.1799 | 0.00022  | 0.02292  | ARL14_HUMAN ADP-ribosylation factor-like protein 14 ARL14            |
| GS_000465 | 58.65324 | 12.18461 | 2.2672 | 1.64E-07 | 3.70E-05 | CO1A2_RABIT Collagen alpha-2(I) chain (Fragment) COL1A2              |
| GS_013015 | 36.71626 | 7.076408 | 2.3753 | 1.44E-06 | 0.00027  | PE2R3_BOVIN Prostaglandin E2 receptor EP3 subtype PTGER3             |
| GS_014186 | 360.8196 | 59.91753 | 2.5902 | 3.53E-06 | 0.00059  | MSLNL_HUMAN Mesothelin-like protein MSLNL                            |
| GS_008785 | 419.4108 | 59.61546 | 2.8146 | 2.81E-05 | 0.00385  | CAH4_BOVIN Carbonic anhydrase 4 CA4                                  |
| GS_000336 | 1969.69  | 276.7654 | 2.8312 | 3.55E-26 | 4.35E-23 | VIAAT_XENTR Vesicular inhibitory amino acid transporter slc32a1      |
| GS_007481 | 965.9608 | 88.82826 | 3.4429 | 8.49E-10 | 2.72E-07 | KCC1G_RAT Calcium/calmodulin-dependent protein kinase type 1G Camk1g |
| GS_002121 | 32.00992 | 1.603362 | 4.3193 | 5.66E-07 | 0.00012  | CIDEC_HUMAN Cell death activator CIDE-3 CIDEC                        |
| GS_019550 | 11.37374 | 0.323018 | 5.1379 | 0.00014  | 0.01515  | CXA3_MOUSE Gap junction alpha-3 protein Gja3                         |
| GS_001591 | 17.81749 | 0        | Inf    | 3.48E-09 | 1.01E-06 | NKX11_HUMAN NK1 transcription factor-related protein 1 NKX1-1        |

---

# Supplementary material for: The integrated analysis of RNA-seq and microRNA-seq depicts miRNA-mRNA networks involved in Japanese flounder (Paralichthys olivaceus) albinism
**Source:** PLoS One. 2017 Aug 4;12(8):e0181761. doi: 10.1371/journal.pone.0181761
**Supplement:** S8 Table

S8 Table. Overview of reads from raw data to cleaned sequences in miRNA-seq.

lib	PO_con1				PO_con2				PO_con3			
	Total	% of Total	uniq	% of uniq	Total	% of Total	uniq	% of uniq	Total	% of Total	uniq	% of uniq
Raw reads	9,960,543	100.00	1,340,590	100	10,957,008	100.00	1,714,953	100.00	11,060,368	100.00	1,325,433	100.00
3ADT&length filter	5,115,072	51.35	963,763	71.89	4,879,960	44.54	1,244,396	72.56	3,790,145	34.27	869,460	65.60
Junk reads	27,464	0.28	5,125	0.38	27,423	0.25	5,602	0.33	29,957	0.27	5,891	0.44
Rfam	503,971	5.06	35,578	2.65	797,449	7.28	48,701	2.84	559,333	5.06	40,774	3.08
mRNA	187,144	1.88	97,143	7.25	254,150	2.32	108,869	6.35	217,359	1.97	115,892	8.74
Repeats	304	0.00	83	0.01	456	0.00	106	0.01	533	0.00	122	0.01
valid reads	4,134,252	41.51	239,765	17.89	5,004,942	45.68	308,437	17.99	6,467,034	58.47	294,457	22.22
rRNA	423,701	4.25	23,141	0.23	672,384	6.14	30,968	0.28	469,513	4.25	25,728	0.23
tRNA	41,274	0.41	5,213	0.05	65,413	0.60	8,360	0.08	35,322	0.32	6,340	0.06
snoRNA	4,663	0.05	1,555	0.02	5,636	0.05	1,830	0.02	5,896	0.05	1,844	0.02
snRNA	4,243	0.04	1,586	0.02	6,252	0.06	2,161	0.02	6,704	0.06	2,117	0.02
other Rfam RNA	30,090	0.30	4,083	0.04	47,764	0.44	5,382	0.05	41,898	0.38	4,745	0.04

lib	PO_alb1				PO_alb2				PO_alb3			
	Total	% of Total	uniq	% of uniq	Total	% of Total	uniq	% of uniq	Total	% of Total	uniq	% of uniq
Raw reads	10,559,741	100.00	1,100,934	100.00	9,702,427	100.00	1,397,359	100.00	10,974,117	100.00	1,325,208	100.00
3ADT&length filter	3,600,852	34.10	776,366	70.52	3,587,089	36.97	970,881	69.48	4,102,638	37.38	949,402	71.64
Junk reads	8,889	0.08	3,009	0.27	26,253	0.27	4,819	0.34	26,556	0.24	4,725	0.36
Rfam	498,640	4.72	30,245	2.75	823,819	8.49	39,896	2.86	669,893	6.10	36,012	2.72
mRNA	216,013	2.05	73,351	6.66	278,528	2.87	119,548	8.56	221,772	2.02	90,765	6.85
Repeats	79	0.00	46	0.00	414	0.00	101	0.01	299	0.00	102	0.01
valid reads	6,238,636	59.08	218,445	19.84	4,989,758	51.43	263,097	18.83	5,955,979	54.27	245,000	18.49
rRNA	426,821	4.04	19,195	0.18	723,251	7.45	25,469	0.26	597,114	5.44	23,295	0.21
tRNA	39,404	0.37	5,413	0.05	50,548	0.52	6,616	0.07	36,278	0.33	5,991	0.05
snoRNA	2,332	0.02	1,043	0.01	4,084	0.04	1,455	0.01	3,535	0.03	1,367	0.01
snRNA	2,770	0.03	1,287	0.01	4,146	0.04	1,532	0.02	4,177	0.04	1,406	0.01
other Rfam RNA	27,313	0.26	3,307	0.03	41,790	0.43	4,824	0.05	28,789	0.26	3,953	0.04

# Supplementary material for: The integrated analysis of RNA-seq and microRNA-seq depicts miRNA-mRNA networks involved in Japanese flounder (Paralichthys olivaceus) albinism
**Source:** PLoS One. 2017 Aug 4;12(8):e0181761. doi: 10.1371/journal.pone.0181761
**Supplement:** S16 Table

S16 Table. The overlapped genes between differentially expressed genes in RNA-seq and miRNAs' predicted target genes in miRNA-seq.

How the deposited data were processed for this re-analysis (not part of the article)

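The mRNA of the ocular-side skin of 3 albino and 3 normally pigmented Japanese flounder was sequenced, with 1 library for each fish. The authors aligned the reads to the flounder genome with TopHat2 2.0.9 on an index by Bowtie2 2.0.6, assembled known and new transcripts with Cufflinks 2.1.1, and counted the reads of each gene with HTSeq. They deposited a table of read counts and a table of RPKM for the same 22498 genes, and all 6 columns of both were used. The count table holds whole numbers with no scaling, and the RPKM are the authors' counts scaled by gene length and mapped reads. The paper's text does not state the strand setting of the counting, and the miRNA libraries were not analysed here.

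The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and plots were drawn with Python 3.11.15 and matplotlib 3.10.9. Albino fish were compared with normal fish, with no other term in the model. Genes were kept by filterByExpr of edgeR with the groups, which left 16260 genes, and libraries were scaled by TMM. The quasi-likelihood test of edgeR was used, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. The common dispersion was 0.0475, a biological coefficient of variation of 21.8%. Counts adjusted over the list alone used the same p-values, adjusted within the list. The lists came from the study's own calls on these same libraries. Every tested member of each list passed in this way, which was nearly fixed in advance and adds no evidence of a change.

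The genes named are those of Table 1 and Fig 2, the genes whose mRNA level the paper's text names, the 10 called genes with the largest change in each direction whose albino and normal values do not overlap, members of gene lists made from Table S5 by function, and called genes absent from Table S5. The values of Table S5 and Table 1 had been read when this rule was written. Names of genes come from the paper's tables, where they are matches to proteins of other species. Of the 169 genes called, 143 have a name there. The reference held here did not pair the gene IDs with names, so gene lists by symbol were not tested.

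For a gene with 0 counts in a group, the fold is given as a bound against 3 counts over that group. For a gene with 1 to 3 counts, the ratio is given with a 95% Clopper-Pearson interval, which covers counting error only. Correlations between libraries were computed across genes on log2(RPKM + 1).

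The alternatives were other scaling (RLE, or none beyond library totals), DESeq2, the test of the original DESeq rewritten in R, limma-trend on log2(RPKM + 1), other filters on low counts, a robust variance estimate, a fold threshold of 2, the replicate number as a block, and leaving out libraries. The rewritten DESeq test was run on all 20815 genes with at least 1 read. As a check on the counts, group means recomputed with DESeq size factors were equal to those of Table S5 for 235 of 235 genes, within 0.1%.

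The test was tried on simulated counts of the same size with known changes in 200 of 16260 genes. It recovered 44.8% of the changes of 1 on the log2 scale, 97% of those of 2 and 98.5% of those of 4, and 11 of 171 genes called had no simulated change. The simulated spread of a gene followed the trend over abundance alone, and the libraries had no differences in composition. The shares recovered may therefore be higher than in the real libraries.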

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

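The tests of consecutive gene IDs were chosen only after the result was seen, while the count over other splits of the libraries was planned. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 7 genes were lower and 2 higher in albino skin that are absent from Table S5, so that the paper does not report on them. The rewritten test of the original DESeq did not call 8 of these 9 genes (adjusted p = 0.053 to 0.16), while DESeq2 called all 9. The paper's tables give no names for these IDs. The lower genes with the smallest p were GS_013617, with a log2 fold change of -2.79 (SE 0.43, adjusted p = 0.028), and GS_011899, with one of -0.90 (SE 0.15, adjusted p = 0.041). The higher genes were GS_007528, with a log2 fold change of 1.32 (SE 0.23, adjusted p = 0.045), and GS_017956, with one of 3.55 (SE 0.62, adjusted p = 0.046). For each of the 4 genes, all 3 albino fish lay on the same side of all 3 normal fish. The calls of GS_011899 (adjusted p = 0.079 to 0.19) and GS_007528 (0.070 to 0.25) were lost without any 1 of the 6 libraries. That of GS_013617 was lost without PO_con2 or any albino library (0.062 to 0.13), and that of GS_017956 without any library except PO_alb3 (0.13 to 0.18).

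The grouping into albino and normal fish called 169 genes, and the highest number in any other split of the 6 libraries into 3 and 3 was 2. The result was thus reached in 1 of the 10 splits, the real one, and 10 splits are too few for a share under 0.05.

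Called genes often had consecutive IDs. Among the 160 called known genes were 8 such pairs, each changed in 1 direction, against a mean of 1.26 and a highest number of 7 in 10000 random draws of as many tested genes (permutation p = 1e-04, the smallest that these draws can give), which argues against a random placing. If 1 transcript had been counted as 2 gene models, the fold changes of a pair should be equal. In 3 pairs both genes had more than 3 counts in both groups. In 100% of these the fold changes differed, by 2.35 to 3.68 times the standard error of the difference. This argues against 1 transcript but not against 1 gene, whose models may hold different transcripts. In 1 of these pairs, GS_000622 and GS_000623.1, the paper names both as a membrane-bound immunoglobulin heavy chain, so 1 gene stays open there. For the other 5 pairs, a gene with 3 counts or fewer in albino leaves too few counts to compare. In 1 of them, GS_003949 and GS_003950, the paper's names are of different proteins, SLC47A1 and SLC13A5, which argues against 1 transcript for that pair. For the rest, 1 transcript and 2 genes cannot be told apart. Neighbouring copies of a gene that change together may also give such pairs. The paper's Table 1 places both genes of 1 of the pairs, GCH1 GS_005902 and GS_005903, on 1 chromosome, but it holds no other of the pairs, and the count table gives no positions, so this was not tested.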

How the results depend on the processing

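Among the 126 named genes tested, no call turned its direction under the alternatives set in advance. The other called genes were not compared in this way. With 148 genes lower and 21 higher at the settings used, DESeq2 gave 272 and 84, the rewritten test of the original DESeq 203 and 44, limma-trend on RPKM 89 and 7, and no scaling beyond library totals 99 and 7. A CPM above 1 in at least 3 libraries gave 127 and 13, on fewer genes. No scaling shifted the median log2 fold change of all tested genes from 0.008 to -0.128. Leaving out 1 library gave 67 (PO_con2) to 138 (PO_con1) genes lower and 2 to 14 higher, on fewer fish. Without PO_con1 and PO_alb1, the fish left out of the paper's miRNA analysis, 93 were lower and 6 higher. Without PO_con3 and PO_alb3, which had the highest and lowest TMM factors, 55 were lower and 13 higher. This last alternative was chosen after seeing the data. With the replicate number as a block, 53 were lower and 4 higher, and MITF GS_002043 was not called (adjusted p = 0.0542). The labels do not say that fish of the same number shared more than the number, so the block is not known to be a pairing. A check of pairing gave correlations of -0.17, 0.18 and -0.44 within numbers 1, 2 and 3. The highest values with another number were 0.43, 0 and 0.33. These are not the correlations of log2(RPKM + 1), which were 0.9843, 0.9816 and 0.957 for the same pairs of libraries. So few values cannot exclude a shared step. The genes of Table S5 called, 160 at the settings used, were 103 with no scaling, 94 with limma-trend on RPKM, 57 with the block, 77 without PO_con1 and PO_alb1, 60 without PO_con3 and PO_alb3, and 68 to 128 with 1 library left out. The predicted target genes called, 84 at the settings used, were 53, 54, 31, 44 and 36 under the same alternatives, 132 with the original DESeq test, and 37 (PO_con2) to 67 (PO_con1) with 1 library left out. The Table 1 genes called lower, 22 at the settings used, were 9 with the block, 13 without PO_con1 and PO_alb1, and 10 without PO_con3 and PO_alb3. For the melanophore genes the 10 called became 3, 5 and 3 in the same order. The 11 pteridine and purine genes called lower were 7 with the block, and the 7 qRT-PCR genes called were 4 with the block and 4 without PO_con3 and PO_alb3. Apart from fewer fish or fewer genes, the cause of each change was not tested. The lowest within-group correlation, 0.9745, was 0.9617 with log2(RPKM + 0.01), 0.9558 over genes with mean RPKM of at least 1, 0.9836 for RPKM without log, and 0.9745 to 0.9817 with 1 library left out. The highest within-group correlation, 0.9876, was 0.9709, 0.9778 and 0.9946 under the first 3 of these settings in the same order, and 0.9819 with Spearman. RLE scaling, no low-count filter, a robust variance estimate and a fold threshold of 2 kept both counts within 1.5 times. Of the 126 named genes tested, 93 were called, and 40 were called without each library in turn and 28 under all other settings set in advance. With 1 library left out, 525 results of named genes kept their side of the threshold, 222 were no longer past it and 9 came past it. Under the other alternatives these numbers were 1074, 214 and 84. Gene lists by symbol gave no value, since the IDs were not paired with symbols. Results of genes with few counts, such as MITF, BMP1 and TBX19, rest on few reads, and the effect of depth was not tested.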

Differences from the paper's values

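The paper's number of genes higher in albino skin is 41, and 21 were called here by edgeR's quasi-likelihood test at an adjusted p under 0.05. The paper's results text also asks for a fold change of 2, although 8 of the 235 genes of Table S5 have a smaller one. Of the alternatives set before the data were examined, the rewritten test of the original DESeq, the tool that the paper's methods name, came within the paper's number with 44. All others did not: RLE scaling gave 20, no scaling 7, DESeq2 84, limma-trend on RPKM 7, no low-count filter 25, a CPM above 1 in at least 3 libraries 13, a robust variance estimate 20, a fold threshold of 2 19, the replicate block 4, the fits without PO_con1 and PO_alb1 6, and those with 1 library left out 2 to 14. For genes lower in albino the paper's number is 194 and the numbers here were 148 and, with the original DESeq test, 203. Of the genes of Table S5, 63 were tested and not called here, of which the original DESeq test called 63 and DESeq2 55. Of all 75 genes of Table S5 not called here, 12 of them for too few counts, the original DESeq test called 75, DESeq2 66, the test with no low-count filter 20, limma-trend on RPKM 3, no scaling 2 and RLE scaling 1. With 1 library left out up to 7 of them were called (without PO_alb1), and without PO_con1 and PO_alb1 6. The fit without PO_con3 and PO_alb3, chosen after seeing the values, called 1 of them.

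The paper's correlation between libraries of a group is 95.0% to 97.5%, given as a Pearson coefficient, and Pearson's r of log2(RPKM + 1) here was 97.4% to 98.8%, while its square was 95.0% to 97.5% and matches the paper's range. The squared scale was chosen after seeing the values, and the paper's text does not state a square. Squared values of log2(CPM + 1), 95.4% to 97.8%, also came within the paper's, as did the lowest with Spearman's rho (94.6%) but not its highest (96.4%). Those with a pseudocount of 0.01 (92.5% to 94.3%), for genes with a mean RPKM of at least 1 (91.4% to 95.6%) and without a log (96.7% to 98.9%) did not. Without the square, the highest value came within the paper's with a pseudocount of 0.01 (97.1%) and a mean RPKM of at least 1 (97.8%), and the lowest under none of the alternatives.

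The paper's qRT-PCR values on the log2 scale, read by eye, were compared with the RNA-seq values here, which are another kind of measurement. All 10 genes had the same sign, and 8 had a smaller size in Fig 2A. GLRK is about 1.5 in Fig 2A and was 2.07 here. HSPA8 is about 0.55 in Fig 2A and was 1.10 here. GCH1 GS_008748 is about -1.8 in Fig 2A and was -8.50 here. PMEL is about -1.1 in Fig 2A and was -5.72 here. TYRP1 GS_012029 is about -2.8 in Fig 2A and was -4.93 here. TMEM130 is about -0.54 in Fig 2A, and with 3 albino counts the ratio here was 379 (counting interval 129 to 1841), where the fitted log2 value of -8.36 depends on the prior count. For these 6 genes no alternative set before the data were examined came within the paper's value. TYR is about -1.4 in Fig 2A and was -5.06 here, and limma-trend on log2(RPKM + 1) gave -1.49, while no other alternative came within the paper's value. The mean RPKM of TYR was 2.03 in normal and 0.0494 in albino fish. At such levels the added 1 shrinks the fold, so the nearness of -1.49 to the paper's value is no match of the measurements. The RNA-seq values of Table S5 lay within 1 standard error of those here for 31 of 31 genes of Table 1 and Fig 2 with a finite value. They come from the same counts, so this was nearly fixed in advance and is no independent check.

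The paper gives all 30 genes of Table 1 as down-regulated. All 28 that were tested had a log2 fold change below 0, 22 passed the test, 23 did with RLE scaling and 27 with no low-count filter, and all 30 were called by DESeq2 and by the original DESeq test.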

Other observations

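Of the list of pteridine and purine pigment cell genes made from Table S5, further members were lower in albino skin. The sugar transporter SLC2A11 fell from a normalized count of 410.4 ± 102.0 (SD, n = 3) to 4.64 ± 7.23 (SD, n = 3), a log2 fold change of -6.34 (SE 0.64, adjusted p = 0.0033 from edgeR's quasi-likelihood test) that was -9.25 without PO_alb1. The urate transporter SLC2A9 GS_014685 had a log2 fold change of -3.12 (SE 0.32, adjusted p = 0.0036), and SLC2A9 GS_014684 one of -2.95 (SE 0.56) that did not pass (adjusted p = 0.067). GS_014684 passed only without PO_alb1 (adjusted p = 0.026, against 0.11 to 0.26 without another library), where its log2 fold change was -4.23. The receptor kinase ALK had one of -2.29 (SE 0.40, adjusted p = 0.045), with its call lost without any library except PO_alb1 (0.11 to 0.17), without which its log2 fold change was -3.02. Purine nucleoside phosphorylase (PNP) at -2.16 (SE 0.41, adjusted p = 0.064) did not pass. PNP passed only without PO_alb1, at -2.82 (adjusted p = 0.031, against 0.13 to 0.28 without another library).

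Of the list of skeleton and extracellular matrix genes made from Table S5, PTCH1, a receptor of Hedgehog proteins, had a log2 fold change of -1.56 (SE 0.24, adjusted p = 0.026) and HHIP, which binds these proteins, one of -1.15 (SE 0.20, adjusted p = 0.045). The cartilage collagen COL11A2 fell from 1468 ± 406 (SD, n = 3) to 504 ± 111 (SD, n = 3), and the channel protein PANX3 from 297 ± 58.3 (SD, n = 3) to 96.7 ± 30.0 (SD, n = 3). These calls were lost with single libraries left out, PTCH1 without PO_con2 or any albino library (adjusted p = 0.052 to 0.13), HHIP without any 1 of the 6 (0.078 to 0.18), COL11A2 without any except PO_con1 (0.051 to 0.14) and PANX3 without any except PO_con1 and PO_alb2 (0.087 to 0.17). The ketone body enzyme BDH1 fell by 6.62 on the log2 scale (SE 0.44, adjusted p = 4e-04). The study chose the genes of Table S5 on these libraries, so these are not independent evidence of direction.

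Of the tests that follow, only the removal of the most abundant genes was chosen before its result was seen. Most called genes were lower in albino skin. The share depends on the scaling of the libraries. With the albino values moved up by 0.205 on the log2 scale, 72.9% of the called genes were lower. That shift is 1 standard error of the difference of the groups in mean log2 TMM factor. At 0.41, or 2 standard errors, 27.0% were lower (122 against 330), while no table shows that the scaling is off by so much. Such a shift moves all genes alike, and there the median log2 fold change of all tested genes was 0.418. The share fell mostly through added higher calls, so it cannot show scaling as the cause. At the settings used, 105 genes fell and 9 rose by at least 4-fold, more than such shifts can give. This argues against scaling as the cause of the excess among those genes, and for smaller folds it stays open. With the 12 most abundant genes removed before scaling, 87.9% of the called genes were lower (145 against 20). Of the 12 genes, 0 had been called, and TMM already trims extreme genes, so little change was likely. The removal therefore cannot exclude a few genes taking most of the counts as a cause. A biological difference between the fish also stays open and was not tested.

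The genes of pigment cells were far lower in albino skin, with a median log2 fold change of -3.82 over 13 melanophore genes. A dilution by another tissue large enough to lower them this far would lower the other transcripts found in skin alone too. Of all tested genes, 0.879% had a log2 fold change of -2 or lower. This share cannot decide the question, since genes that the other tissue also expresses would not fall. An admixture stays open, since all 4 muscle genes of Table S5 lay above 0 (median log2 fold change 1.38, 1 called higher). The median was -1.96 for its keratin and -1.55 for its skeleton and matrix genes. Fewer pigment cells and a lower expression in each cell cannot be told apart. Melanophore genes had log2 fold changes of -0.97 to -6.17, a spread of 22.6 per degree of freedom against their errors, but the count table does not say which of them are found in 1 cell type alone, so fewer pigment cells may account for the falls, in whole or in part.

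It was asked whether pteridine and purine genes fell further than melanophore genes. Their median log2 fold change, with GCH1 GS_005903 at its bound, was -4.76 against -3.82. A 2-sided permutation test of the difference of -0.94 gave p = 0.62, so a difference was not shown. The test shuffled gene IDs as if they were independent. The lists hold paralogs, such as those of GCH1, and all values come from the same fish. The p therefore does not measure the spread between fish. It was also asked whether the paper's miRNAs change against the direction of their predicted targets. In Table S17 130 of 336 pairs, or 38.7%, are opposite, against a mean of 128 (95% of shuffles between 112 and 145) when the directions of the 133 genes are permuted 100000 times. The 1-sided permutation p of 0.43 shows neither an excess nor its absence.

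The fish PO_alb1 and PO_con1 were left out of the paper's miRNA analysis. In the mRNA libraries the mean correlation with the other libraries of the group was 0.9866 for PO_alb1 and 0.9805 for PO_con1. The first principal component of the mRNA libraries held 46.7% of the variance and the second 23.3%.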
